# H3K9me selectively blocks transcription factor activity and ensures differentiated tissue integrity

**DOI:** 10.1038/s41556-021-00776-w

**Published:** 2021-11-04

**Authors:** Stephen P. Methot, Jan Padeken, Giovanna Brancati, Peter Zeller, Colin E. Delaney, Dimos Gaidatzis, Hubertus Kohler, Alexander van Oudenaarden, Helge Großhans, Susan M. Gasser

**Keywords:** Histone post-translational modifications, Nuclear organization, Transcriptional regulatory elements, Differentiation

## Abstract

The developmental role of histone H3K9 methylation (H3K9me), which typifies heterochromatin, remains unclear. In *Caenorhabditis elegans*, loss of H3K9me leads to a highly divergent upregulation of genes with tissue and developmental-stage specificity. During development H3K9me is lost from differentiated cell type-specific genes and gained at genes expressed in earlier developmental stages or other tissues. The continuous deposition of H3K9me2 by the SETDB1 homolog MET-2 after terminal differentiation is necessary to maintain repression. In differentiated tissues, H3K9me ensures silencing by restricting the activity of a defined set of transcription factors at promoters and enhancers. Increased chromatin accessibility following the loss of H3K9me is neither sufficient nor necessary to drive transcription. Increased ATAC-seq signal and gene expression correlate at a subset of loci positioned away from the nuclear envelope, while derepressed genes at the nuclear periphery remain poorly accessible despite being transcribed. In conclusion, H3K9me deposition can confer tissue-specific gene expression and maintain the integrity of terminally differentiated muscle by restricting transcription factor activity.

## Abstract (web summary)

Gasser and colleagues report that H3K9me2 and H3K9me3 repress lineage-specific and germline genes by restricting the activity of a subset of transcription factors in terminally differentiated *Caenorhabditis* *elegans* tissues.

## Main

Development in multicellular organisms is governed by a carefully orchestrated programme of gene expression that is controlled by both genetic and epigenetic factors^1,2^. Lysine 9 methylation on histone H3 (H3K9me) is a defining modification of heterochromatin. In multicellular eukaryotes, heterochromatin serves two main functions: it silences the transcription of satellite repeats and transposons^3^ and it silences tissue-specific genes during development^4,5^. Consistent with this, the loss of appropriately targeted heterochromatin is associated with a loss of tissue integrity, ageing and cancer^4–8^.

Silencing of repetitive elements (REs) prevents the accumulation of repeat-RNA-driven RNA:DNA hybrids, which in turn leads to replication stress, genome instability and infertility^3,9^. In contrast, the importance of H3K9me-mediated repression at genes is less clear. In mice, the inhibition of H3K9-specific histone methyl transferases (HMTs) boosts the efficiency of pluripotent-stem-cell induction^10,11^, and the deletion of H3K9me3 HMT SUV39H1/H2, coupled with an endoderm-specific deletion of SETDB1 (ref. ^4^) or conditional deletion of G9a^12^, compromises tissue integrity^4^. These findings suggest developmental roles for H3K9me, yet interpretations are complicated by the partial redundancy among the many mammalian H3K9 HMTs and their roles in chromosome segregation. In contrast, *Caenorhabditis elegans* has only two somatic H3K9 HMTs, and mutant worms that lack all detectable H3K9me have been generated^13^. Surprisingly, these animals develop from embryos to adults^3,14,15^, allowing one to examine how H3K9me controls gene expression in differentiated tissues.

We examined the tissue-specific expression and accessibility of H3K9me-marked sequences following the loss of MET-2, a SETDB1-like HMT responsible for H3K9me1 and H3K9me2 (refs. ^13,16^), and SET-25, a G9a/SUV39H-like enzyme mediating H3K9me3 (refs. ^13,17,18^). Although H3K9me2 is indeed necessary for silencing, gene activation in its absence requires a defined set of transcription factors (TFs). Surprisingly, whereas H3K9me restricts TF binding, the loss of H3K9me does not necessarily result in chromatin decompaction and enhanced sensitivity in the Assay for Transposase-Accessible (Tn5) Chromatin by high-throughput sequencing (ATAC-seq). Subnuclear localization with respect to the nuclear envelope may influence whether or not transcription and accessibility correlate.

## Gene derepression following H3K9me loss is tissue specific

We set out to discover whether H3K9me alone controls gene expression in *C. elegans* and whether this depends on the developmental stage or tissue type. Genome-wide mapping of H3K9me2 and H3K9me3 (H3K9me2/me3) in early *C. elegans* embryos (up to the 200-cell stage) showed that 16.5% of all genes were marked by H3K9me3 and 3.4% were marked by H3K9me2 (Fig. 1a,b)^3^. Nonetheless, the loss of MET-2 resulted in higher and more widespread gene derepression than the loss of SET-25 (refs. ^18,19^), and in the *set-25* mutant H3K9me2 was retained on the loci that carried H3K9me3 in wild-type worms (Extended Data Fig. 1a)^18^. This indicates that MET-2-mediated H3K9me2 precedes and largely compensates for H3K9me3 in embryos^18^. Nonetheless, even following the loss of all H3K9me2/me3 in the *met-2 set-25* double mutant, only about 15% of the genes that carried H3K9me3 in wild-type (WT) embryos were derepressed (Fig. 1c).

**Fig. 1:**
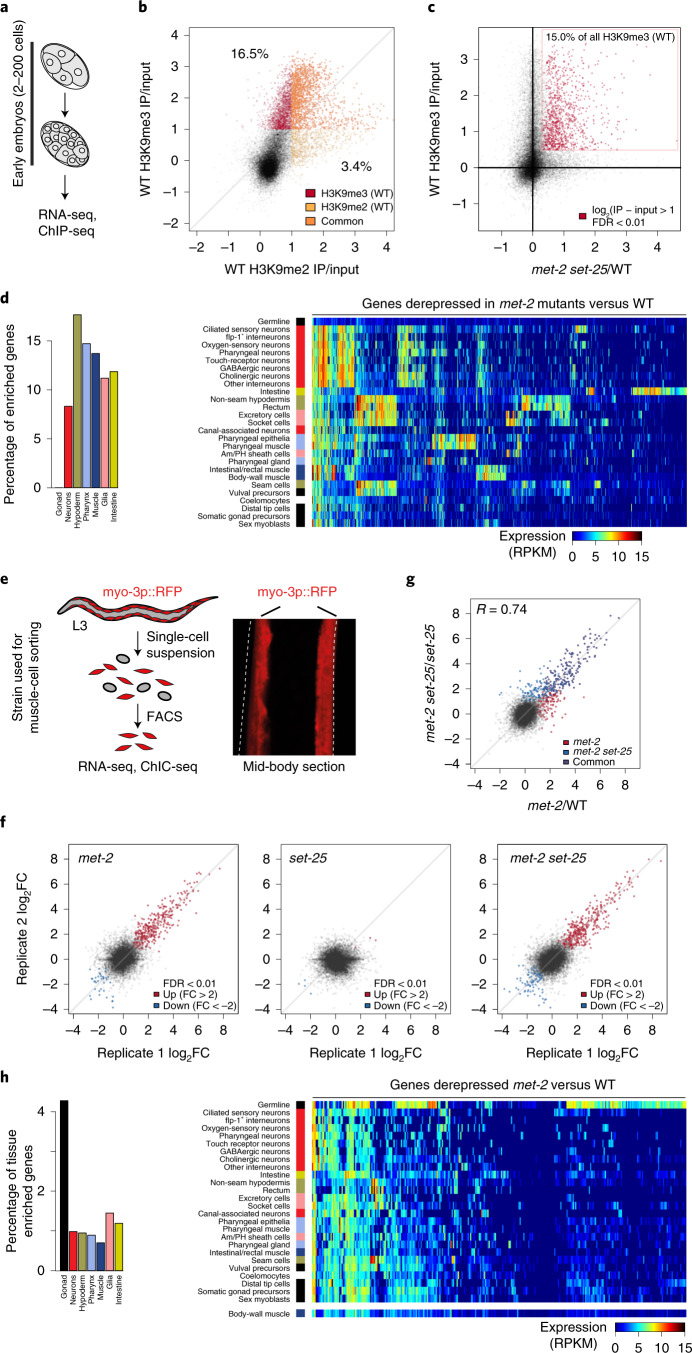
Limited derepression of H3K9me3-marked tissue-specific genes following the loss of H3K9me2/me3. **a**, Isolation of early embryos for RNA-seq and ChIP–seq. **b**, H3K9me2 and H3K9me3 on genes mapped by ChIP–seq in early embryos at 20 °C. Correlation between the mean H3K9me3 and mean H3K9me2 at genes (log_2_FC values normalized to the input). Individual genes are coloured based on enrichment for H3K9me2 (3.4%), or H3K9me3 and Common (16.5%) or neither (black); FC > 2; *n* = 2 independent biological replicates. **c**, Correlation between the mean H3K9me3 (as in **a**) and the mean log_2_-transformed FC in gene expression in the *met-2 set-25* double mutant normalized to the WT (*n* = 3 independent biological replicates). Individual genes (red) are both enriched for H3K9me3 in WT (FC > 2) and derepressed in the *met-2 set-25* double-mutant embryos (FDR < 0.01). **b**,**c**, IP, immunoprecipitation. **d**, The expression of genes that are derepressed in *met-2-*mutant embryos is restricted to specific tissues in WT L2 larvae^20^. Percentage of genes that are derepressed in *met-2-*mutant embryos (*n* = 3 independent biological replicates) over the total number of tissue-specific genes for each tissue (left; number of genes: gonad, 0; neurons, 313; hypoderm, 302; pharynx, 247; muscle, 180; glia, 204; and intestine, 313). Heatmap of the expression levels of each derepressed gene (columns) in individual cell types (rows; the coloured bar on the left indicates their parent tissue) in WT L2 larvae. The tissue and cell-type expression data are from^20^. **e**, Isolation of muscle cells for RNA-seq and ChIC-seq from L3 larvae by FACS of cells expressing myo-3p::RFP (left). Image of L3 larva with muscle-specific RFP expression (right). **f**, Gene expression (normalized to the WT) in sorted muscle cells of the indicated mutants (two biologically independent replicates are shown). Genes identified as significantly changed are shown in colour. **g**, Correlation between the gene expression (log_2_FC) between the *met-2* and *met-2 set-25* double mutants. Significantly changed loci (FDR < 0.01 and FC > 2) are coloured according to the genotype and those that changed in both genotypes are shown in dark blue. **h**, Genes that are derepressed in *met-2* muscle (*n* = 2 independent biological replicates) as a percentage of all tissue-specific genes in WT L2 larvae (left; gene number: gonad, 172; neurons, 30; hypoderm, 25; pharynx, 13; muscle, 7; glia, 33; and intestine, 28) and as a heatmap of derepressed genes (columns) according to the cell type (right).

Characterization of the genes derepressed following the loss of H3K9me2/me3 revealed that larval genes are expressed prematurely in *met-2*-deficient early embryos (Extended Data Fig. 1b). We plotted the derepressed genes according to their expression patterns in a WT tissue atlas generated from larval stage 2 (L2) single-cell transcriptomes^20^ (Fig. 1d). The genes derepressed in embryos cluster into groups of cell type-specific genes from all somatic tissues except the germline. This provides evidence that H3K9me2/me3 are needed in embryos to prevent the precocious activation of genes typically expressed at later developmental stages.

To explore H3K9me-mediated gene silencing in differentiated tissues, we optimized the fluorescence-activated cell sorting (FACS)-based isolation of differentiated cell types from a single-cell suspension derived from L3 larvae. By sorting red fluorescent protein (RFP)^+^ cells from a strain with muscle-specific RFP expression (*gwIs4*; Fig. 1e)^21^, we were able to perform RNA-seq on a highly enriched population of differentiated muscle cells (Extended Data Fig. 1c,d). A comparison of the gene expression in the H3K9 HMT mutants and the WT showed that 310 and 336 genes (false-discovery rate (FDR) < 0.01; log_2_-transformed fold change (FC), log_2_FC > 2), respectively, were upregulated in the *met-2*- and *met-2 set-25-*mutant muscle cells (Fig. 1f). Only three genes were upregulated in the *set-25* mutant and there was a strong correlation between the transcriptional changes in the *met-2*- and *met-2 set-25*-mutant cells (*met-2*/WT versus *met-2 set-25*/*set-25* log_2_FC, Pearson’s correlation coefficient (*R*) = 0.74; Fig. 1g and Extended Data Fig. 1e). This suggests that MET-2-dependent H3K9me2 precedes deposition of the H3K9me3 mark in WT muscle and that it is sufficient to repress these loci in muscle. In general, the genes derepressed in the *met-2*- and *met-2 set-25-*mutant muscle were heterochromatic non-muscle genes with little or no expression in WT muscle (Fig. 1h and Extended Data Fig. 1e; 65% reads per kilobase of transcript per million mapped reads (RPKM) < 5). The pattern was distinct from that in mutant embryos, for in *met-2* muscle many, but not all, derepressed genes were germline-specific (for example, the P-granule component *pgl-1*; Fig. 1h).

To determine whether the changes in gene expression in H3K9me-deficient animals had overt effects on tissue development, we investigated muscle integrity. In body-wall muscle, the functional equivalent of mammalian skeletal muscle^22^, we found defects in sarcomere morphology in both the *met-2* and *met-2 set-25* mutants but not in the animals with the *set-25* mutation (Extended Data Fig. 1f). The tissue defects manifested as uneven and broken actin–myosin filament structures and defective muscle function (Extended Data Fig. 1f,g). Thus, although muscles form in the absence of H3K9me despite the misexpression of tissue-specific genes, the muscle integrity is compromised.

## H3K9me undergoes dynamic changes during differentiation

To confirm a direct role for H3K9me in tissue-specific gene repression, we checked whether the genes derepressed in the muscle of HMT mutants carried H3K9me3 in WT muscle. To this end, we mapped H3K9me2/me3 in isolated muscle cells using a modified CUT&RUN protocol (chromatin immuno-directed cleavage with sequencing, ChIC-seq)^23–25^ that was adapted for low cell numbers (Fig. 2a,b and Extended Data Fig. 2a,b). As expected, genes derepressed in *met-2-* or *met-2 set-25-*mutant muscle cells were enriched for H3K9me3 in WT muscle (Fig. 2b,c; for *pgl-1*, see Extended Data Fig. 2c). The genes derepressed in H3K9me-deficient embryos were less enriched for H3K9me3 in WT muscle, suggesting that H3K9me3 might not only be gained, but also be lost during development (Fig. 2c). The H3K9me3 ChIC-seq pattern in muscle was indeed substantially different from that of embryos, and only 29% of genes were found methylated at both stages (see results for chromatin immunoprecipitation with sequencing, ChIP–seq; Fig. 2d). The differences corresponded nicely to the distinct transcriptional programmes: genes expressed in WT embryos tended to gain H3K9me2/me3 in muscle (Fig. 2e), whereas genes that gained expression in muscle lost H3K9me2/me3. Genes expressed in other tissues, including germline cells, were tri-methylated at both stages of WT animals (Fig. 2e). Despite specific losses and gains of H3K9me during differentiation, only 12% of all H3K9me3-marked loci were derepressed following the loss of H3K9me in muscle (Fig. 2f; compare Fig. 1c and Extended Data Fig. 2d).

**Fig. 2:**
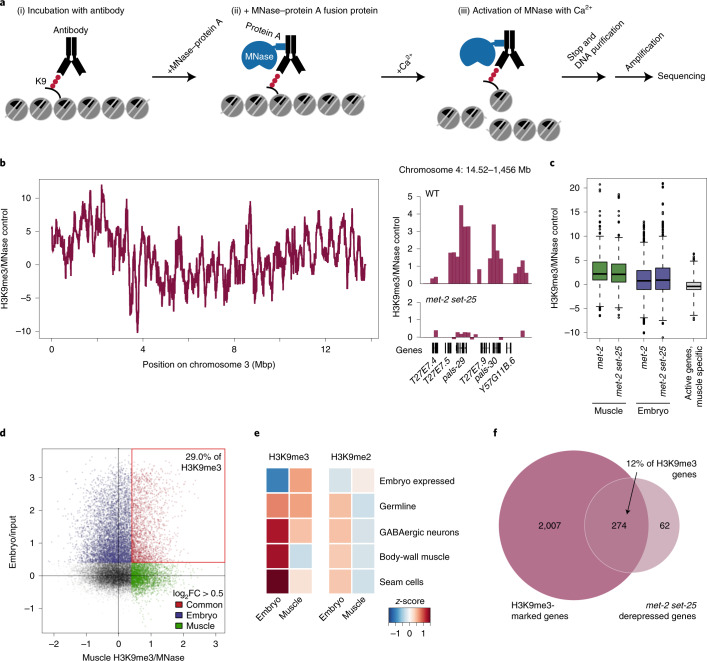
Changes in H3K9me during differentiation correlate with changes in gene expression. **a**, Schematic of the ChIC-seq technique. To control for unspecific MNase digestion, negative control samples were treated with MNase–protein A in parallel, but without antibody. **b**, ChIC-seq was performed on sorted muscle cells from WT L3 animals grown at 20 °C. Enrichment of H3K9me3 over the MNase control is shown along the entire length of chromosome 3 for WT worms (left). Genome browser view of H3K9me3 at the *pals-29* and *pals-30* locus on chromosome 4 in the WT and *met-2 set-25* mutants (right). **c**, Enrichment of H3K9me3 over the MNase control in muscle cells at genes derepressed in *met-2*- and *met-2 set-25*-mutant muscle cells and embryos compared with genes that are primarily expressed in muscle^20^ and all genes. Boxplots show the median (horizontal line), 25th to 75th percentiles (boxes), and 90% (whiskers) of the group. **d**, Correlation between the mean log_2_-transformed H3K9me3 levels at genes in embryos (ChIP–seq H3K9me3/input) versus L3 muscle cells (ChIC-seq H3K9me3/MNase control). Individual genes are coloured based on H3K9me3 enrichment in either tissue or in both. Muscle and embryos have 29% H3K9me3-marked loci in common (genes). **e**, Heatmap showing the mean levels of H3K9me3 (left) and H3K9me2 (right) in embryos and muscle cells at genes expressed in embryos, specifically expressed in the germline, GABAergic neurons, body-wall muscles and seam cells. The tissue-specific gene sets are from Cao et al.^20^, with the exception of the embryo expressed set, which is defined as RPKM > 8 in WT early embryos. **f**, Venn diagram showing the overlap between H3K9me3 over the MNase control in WT muscle cells, mapped by ChIC-seq, to the genes derepressed in *met-2 set-25*-mutant muscle cells normalized to the WT (Fig. 1e; FDR < 0.01, FC > 2; *n* = 2 independent biological replicates).

## H3K9me2 requires active maintenance in post-mitotic cells

To determine whether the active deposition of H3K9me continues in non-dividing differentiated cells, we investigated whether there is a requirement for MET-2 protein in post-embryonic tissues. The fusion of a degron tag to the endogenous MET-2 resulted in its rapid degradation in all larval tissues following the addition of auxin (<1 h; Fig. 3a–c). Degradation of MET-2 was accompanied by a progressive loss of H3K9me2, reaching the level of the constitutive *met-2* null allele by 24 h post auxin addition (Fig. 3b,c). As the majority of larval cells are post-mitotic^26^, H3K9me2 loss cannot be due to histone replacement during replication. As proof that MET-2 degradation impacts the organismal phenotype, we found that auxin-induced degradation of MET-2 in larvae yields a multi-vulva phenotype in combination with a *lin-15A* mutant, phenocopying the *met-2* deletion mutant (SynMuv assay; Extended Data Fig. 3a)^27^. We conclude that H3K9me requires constant maintenance by MET-2 HMT activity to maintain differentiated tissue identity.

**Fig. 3:**
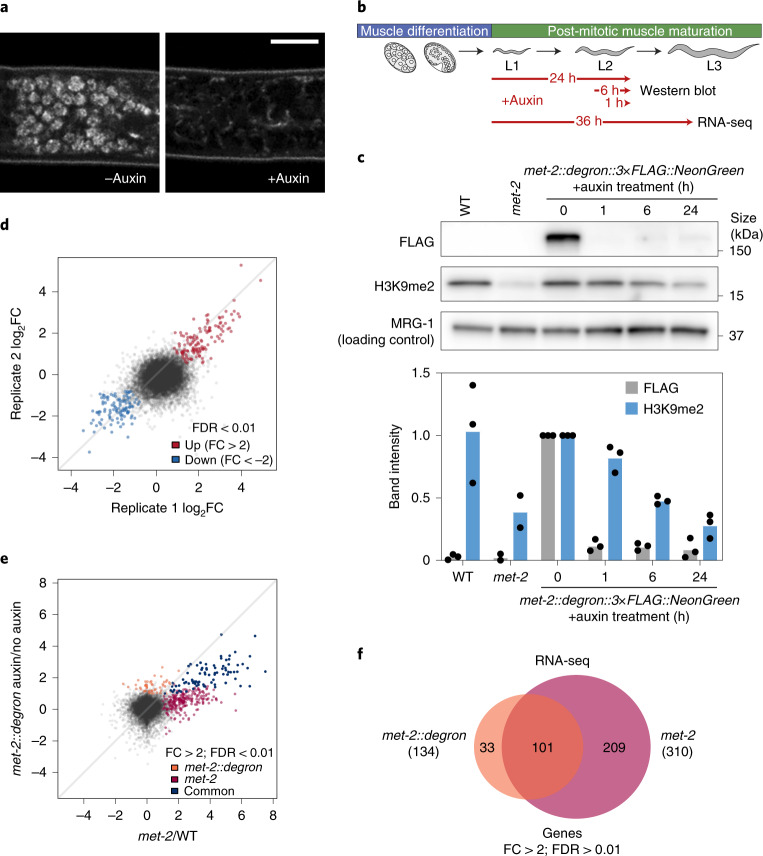
H3K9me2 requires active maintenance in post-mitotic muscle cells. **a**, Representative confocal images of MET-2 in the midsection of an L1 larva expressing MET-2::degron::3×FLAG::NeonGreen as well as a ubiquitously expressed TIR1 auxin receptor, after being seeded for 1.5 h on plates with (+) or without (−) auxin. Scale bar, 10 µm. Images represent two biologically independent experiments. **b**, Schematic of auxin addition for the MET-2::degron degradation experiments. For western blots, a synchronized population of worms was split onto different plates, with auxin added at different times during development. All samples were collected and processed simultaneously. For RNA-seq, a synchronized population was grown for 36 h in the presence or absence of auxin to obtain L3 larvae for muscle isolation. **c**, Example western blot of whole-cell lysates from WT as well as *met-2*-mutant and *met-2::degron* L2 larvae after growth at 20 °C with or without auxin for the indicated times (top). The membranes were blotted for FLAG, H3K9me2 and MRG-1 (as a control). The protein levels were normalized to endogenous MRG-1 and the control (0 h auxin) for *n* = 3 biologically independent experiments. **d**, Gene expression was determined for auxin treated over untreated sorted muscle cells isolated from L3 larvae expressing *met-2::degron*, after growth for 36 h at 20 °C with or without auxin. Loci identified as significantly changed are highlighted in colour (FDR < 0.01 and FC > 2, or < −2); *n* = 2 independent biological replicates. **e**, Correlation between gene expression (log_2_FC) in sorted *met-2::degron* muscle cells with auxin over no auxin and *met-2* (*met-2* null allele) over WT. Loci that were significantly changed (FDR < 0.01 and FC > 2) are coloured according to the genotype and significantly changed loci in both are coloured in dark blue. **f**, Venn diagram showing numbers of significantly derepressed genes from sorted muscle cells of *met-2::degron* animals (auxin treatment versus no auxin) and *met-2* (*met-2* null versus WT) and their overlap. Source data

To determine whether the post-embryonic loss of H3K9me2 affected the same genes as the constitutive *met-2* null, we treated synchronized early L1 larvae with auxin and isolated messenger RNA from L3 muscle cells. In L1-stage larvae, 81 of the 95 body-wall muscle cells are post-mitotic and seven undergo one final cell division^26^. Of the 134 genes derepressed with auxin treatment, 76% overlapped with the genes derepressed in the *met-2*-mutant muscle (Fig. 3d–f and Extended Data Fig. 3b–d). The auxin-sensitive genes also contain germline-expressed genes (Extended Data Fig. 3c,d); thus, their derepression cannot reflect a failure in germline-to-soma transition as previously proposed^28,29^. We conclude that terminally differentiated post-mitotic cells actively reinforce H3K9me2 to repress genes of other cell lineages, including the germline.

## Gene derepression correlates with specific TF motifs

To determine whether the set of genes that becomes derepressed by loss of MET-2 in differentiated larvae is cell-type specific, we examined the transcriptome of hypodermis-derived seam cells from L3 larvae of WT and H3K9 HMT mutants (Extended Data Fig. 4a–c). In FACS-sorted seam cells^30^, as in muscle cells, gene silencing was almost entirely dependent on MET-2, and the genes that were derepressed were characteristic of germline or other tissues (Extended Data Fig. 4d–f). Interestingly, only 39% of the genes derepressed in H3K9me-deficient muscle were affected in seam cells (35% vice versa; Fig. 4a,b) and although germline genes were affected in both tissues, these were partially distinct sets of germline-specific genes (Extended Data Fig. 4g). Furthermore, there was little overlap between the genes derepressed in embryos and those derepressed in either tissue (Fig. 4a,b). We conclude that the function of H3K9me-marked heterochromatin in gene silencing is both cell-type and developmental-stage specific.

**Fig. 4:**
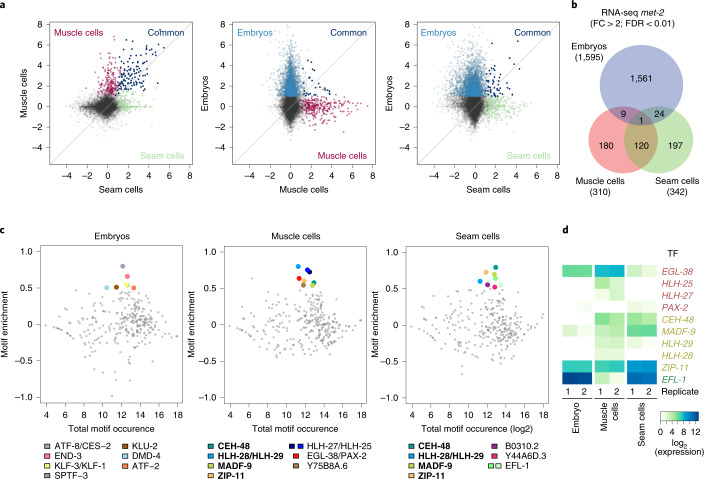
A tissue-specific TF repertoire correlates with gene derepression in the absence of H3K9me. **a**, Correlation between the gene expression (log_2_FC) of *met-2* over WT from sorted muscle cells, sorted seam cells, or early embryos, as marked. Loci that were significantly changed compared with the WT (FDR < 0.01 and FC > 2) are coloured-coded by tissue, and loci that were significantly changed in both tissues in the comparison are coloured in dark blue. **b**, Overlap of significantly derepressed genes from sorted muscle cells, sorted seam cells or early embryos of *met-2* mutants versus WT (as in **a**). **c**, Enrichment (log_2_-transformed) of TF motifs in the promoters of the indicated derepressed gene sets (**a**) versus log_2_-transformed genome-wide occurrence. Significantly enriched motifs (log_2_ enrichment > 0.5 and log_2_ abundance > 8) are colour-coded with their corresponding TF(s) indicated. Motifs that are enriched in both tissues are shown in bold font. **d**, Expression levels of TFs that have enriched motifs in the promoters of genes derepressed in muscle (red), seam cells (green) or both (gold). TF expression from RNA-seq, with two biologically independent replicas per tissue shown.

To gain mechanistic insight into what drives gene derepression following the loss of H3K9me, we asked what characterizes the derepressed sets of genes. Although aberrantly expressed REs can affect the expression of proximal genes^31^, we found no preferential proximity of the genes derepressed in *met-2 set-25*-mutant muscle cells to REs (Extended Data Fig. 5a,b). We examined the enrichment of TF binding motifs^32^ in the promoters of derepressed genes from embryos, muscle and seam cells versus all promoters genome-wide. The comparative occurrence of motifs related to 226 *C. elegans* TFs revealed a unique set of TF motifs enriched in the promoters derepressed in embryos as compared to muscle or seam cells, whereas the enriched TF motifs in muscle and seam cells showed partial overlap (Fig. 4c). Importantly, the expression of the relevant TFs themselves was not altered by HMT mutation (except for *atf-8* in embryos; Extended Data Fig. 5c). Interestingly, most of the TFs that bind motifs upstream of derepressed genes in muscle or seam cells are not expressed in embryos, with the exception of EGL-38, ZIP-11 and EFL-1. We found four other TFs to be expressed in both muscle and seam cells, four to be predominantly muscle specific and two that were expressed most strongly in seam cells (Fig. 4d).

The embryo-specific TF motifs enriched on *met-2-*sensitive genes were recognized by factors that have homologues active in early mammalian development, namely ATF-8/CES-2 (TEF)^33^ and KLF-1 (KLF6)^34^, whereas the muscle- and seam cell-specific TFs have homologues involved in tissue determination, for example, CEH-48 (Onecut1/2), which in mammals is a central regulator of both differentiation and the maintenance of the differentiated state of liver and pancreas cells as well as retinal neurons^35,36^. Others involved in tissue determination are HLH-25, -27, -28 and -29 (all homologous to HES1)^37,38^ and EGL-38 and PAX-2 (PAX-2/PAX-5)^39^. When we restricted our analysis to the derepressed genes in mutant muscle that were H3K9me3-marked in the WT, we found that the same TF motifs were enriched. In contrast, no TF motifs were enriched for H3K9me3-marked non-derepressed genes (Extended Data Fig. 5d). The fact that the enriched TF motifs are largely shared between muscle and seam cells, even though two-thirds of the expressed genes are different, suggests that these TFs may act together with co-factors that determine tissue-specific gene expression following the loss of H3K9me.

## H3K9me restricts specific TF binding and activity

It remained to be shown that the TFs enriched at derepressed genes were responsible for the observed gene derepression following the loss of H3K9me. To achieve this, we knocked down muscle-enriched TFs one by one and monitored the impact of their loss on *met-2* targets. One locus we monitored was *pgl-1*, chosen because it is expressed in mutant muscle and seam cells, carries H3K9me3 in WT larvae (Extended Data Fig. 2c) and has motifs for multiple relevant TFs in its promoter, including HLH-25/-27, HLH-28/-29, CEH-48 and MADF-9 (Supplementary Table 3), like many derepressed germline genes (Extended Data Fig. 5e). Using quantitative microscopy, we measured expression from the endogenous *pgl-1* locus by means of a PGL-1::green fluorescent protein (GFP) fusion^40^. In WT animals, PGL-1::GFP was expressed only in the germline, as expected^41,42^, whereas in animals with the *met-2 set-25* double mutation, PGL-1::GFP was expressed in multiple tissues, including muscle and pharynx (Fig. 5a).

**Fig. 5:**
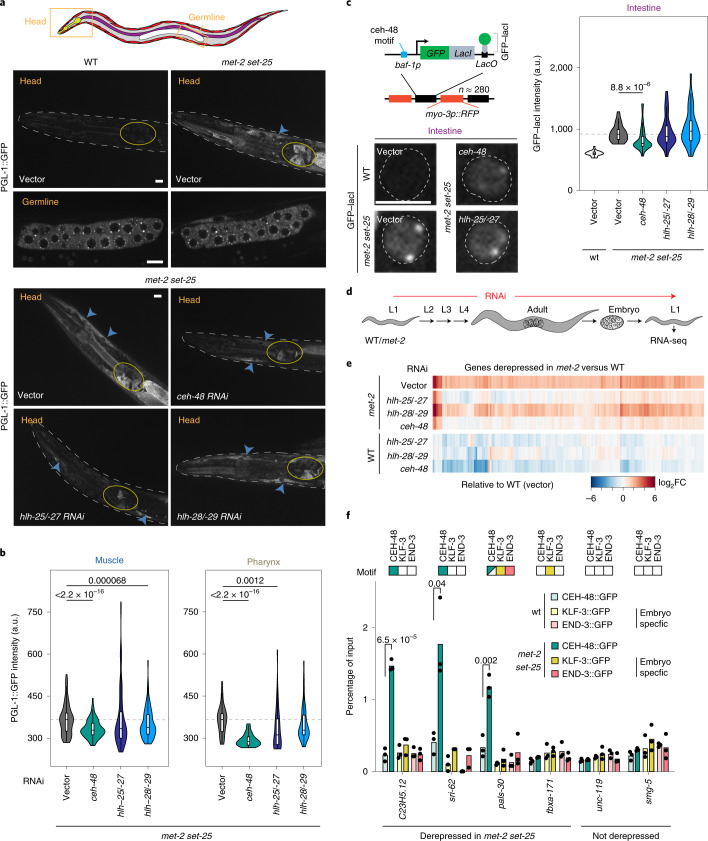
Binding of specific TFs is necessary for gene derepression by H3K9me loss. **a**, Schematic of an L3 worm highlighting the head and germline regions (top). Representative images of endogenously tagged PGL-1::GFP in these regions of WT or *met-2 set-25*-mutant L3 larvae after the indicated RNAi (vector, control). Muscle (blue arrowheads) and pharynx (yellow circles) cells are indicated. Scale bars, 10 µm. **b**, PGL-1::GFP intensity in the indicated tissues of *met-2 set-25*-mutant L3 larva. The grey dotted line indicates the median of the vector-treated *met-2 set-25* larvae. Muscle: *n* = 286 (vector), 649 (*ceh-48*), 372 (*hlh-25*/*-27*) and 538 (*hlh-28*/*-29*) cells; pharynx, *n* = 94 (vector), 390 (*ceh-48*), 168 (*hlh-25*/*-27*) and 269 (*hlh-28*/*-29*) cells; pooled from two biological independent experiments. PGL-1::GFP intensities that differed significantly from the vector control RNAi are indicated. **c**, Schematic of the *gwIs4* heterochromatic reporter with a CEH-48 motif in the promoter (top left). Representative images of GFP–LacI in intestinal nuclei of WT or *met-2 set-25, cec-4::WmCherry;gwIs4* L1 animals grown at 20 °C with the indicated RNAi (bottom left). The nuclear periphery is outlined. Scale bar, 5 µm. Mean GFP–LacI intensity per nucleus in intestinal cells (right). The grey dotted line indicates the median of the vector-treated *met-2 set-25* larvae. Data from one of two representative experiments. Statistics were derived from the number of cells analysed in each group: *n* = 31 (WT vector), 38 (*met-2 set-25* vector), 46 (*ceh-48*), 40 (*hlh-25*/*-27*) and 37 (*hlh-28/29*) cells. GFP::LacI intensities that differed significantly from the vector control RNAi are indicated. **b**,**c**, Two-sided Wilcoxon signed-rank test. Boxplots show the median (horizontal line), 25th to 75th percentiles (boxes), and 90% (whiskers) of the group; a.u., arbitrary units. **d**, Schematic for RNAi knockdown of TFs in WT or *met-2* animals. **e**, Heatmap showing the gene expression (log_2_FC) for the indicated RNA in either WT or *met-2*-mutant animals normalized to the WT treated with vector. Displayed genes are those that were derepressed in vector-treated *met-2* animals over the WT (FDR < 0.01, FC > 3); *n* = 3. **f**, ChIP–qPCR of GFP-tagged TFs in WT and *met-2 set-25* L3 larvae. Target genes were selected based on derepression in *met-2 set-25* L3 muscle and total L1 as well as absence of expression in WT larval tissues (Extended Data Fig. 6i and ref. ^21^). The presence of TF motifs in target genes is indicated. The *pals-30* promoter has two 8/9 nucleotide matches to the CEH-48 motif and seven 6/9 nucleotide matches, indicated by half shading; *n* = 3 biological independent experiments. *P* values derived from a two-sided *t*-test are indicated. Source data

In these H3K9me-deficient worms, RNA interference (RNAi) against *ceh-48* strongly reduced PGL-1::GFP derepression in both muscle and pharynx cells, while RNAi against *hlh-25*/*-27, hlh-28*/*-29, zip-11* and *madf-9* each had a partial effect (Fig. 5a,b and Extended Data Fig. 6a). Reflecting the absence of their motifs and/or TF expression, *pax-2* and *egl-38* RNAi had almost no effect on *pgl-1* expression in muscle or pharynx cells. We also detected no reduction in GFP signal in the germline, where *pgl-1* is not repressed by H3K9me (Fig. 5a and Extended Data Fig. 6b).

To further confirm that tissue-specific TFs are required for *met-2*-dependent gene derepression in larval tissues, we made use of a well-established heterochromatic reporter, *gwIs4* (ref. ^21^), which contains a *baf-1* promoter with a binding site for CEH-48 and none for HLH-25/-27 or HLH-28/-29 (Extended Data Fig. 6c). The *baf-1p* promoter drives expression of GFP–LacI in this integrated reporter array, which is normally heterochromatinized and repressed^13^. Earlier work showed widespread GFP–LacI expression following the loss of H3K9me^13,21^. Consistent with the results for *pgl-1*, *baf-1p::gfp–lacI* derepression in *met-2 set-25*-mutant animals was sensitive to RNAi against *ceh-48* (Fig. 5c and Extended Data Fig. 6d) but insensitive to RNAi for *hlh-25*/*-27* or *hlh-28*/*-29*.

To document the effects of TF ablation on a genome-wide scale, we performed RNA-seq on whole L1 WT and *met-2*-mutant larvae treated with RNAi against individual TFs of relevance (Fig. 5d). We chose L1-stage animals so that we could see the effect of RNAi without potentially confounding developmental defects. In *met-2* mutants grown on bacterial carrying an empty RNAi vector we observed derepression of 171 genes representing a broad range of tissues, with enrichment for many TF motifs found in muscle, including HLH-25/-27, HLH-28/-29 and CEH-48 more weakly (Extended Data Fig. 6e–g). Confirming a role for HLH-25/-27 and CEH-48 in H3K9me-target derepression, RNAi against these factors broadly suppressed the upregulation triggered by the loss of H3K9me, whereas HLH-28/-29 had a more selective effect (Fig. 5e). Once again, the levels of *pgl-1* mRNA were elevated in the *met-2* mutant, and this was sensitive to TF knockdown (Extended Data Fig. 6h). This confirms that specific TFs are required to induce the aberrant gene expression that occurred following the loss of H3K9me in differentiated tissues.

The final step was to examine whether H3K9me blocks the binding of such TFs to their cognate promoters. We performed ChIP in WT and *met-2 set-25*-mutant L3 larvae expressing GFP-tagged CEH-48 and used similar GFP fusions to the embryo-specific TFs KLF-3 and END-3 as negative controls. Promoter binding was measured by ChIP coupled to detection by quantitative PCR (qPCR) at a subset of target genes that were derepressed in *met-2 set-25*-mutant muscle cells and are expressed in WT embryos^20^ but not in WT larval or adult tissues (Extended Data Fig. 6i, see legend). We have indicated above the graph in Fig. 5f whether binding motifs for the relevant TFs are present in the promoter assayed. We found that CEH-48 gained binding to the promoters of the three derepressed genes bearing CEH-48 motifs in the *met-2 set-25* mutants but not to a promoter lacking its motif or to control genes that were not upregulated (Fig. 5f). No binding was detected in the WT animals, presumably because H3K9me blocked the promoter. As expected, the negative controls KLF-3 and END-3 did not bind in either the WT or *met-2 set-25* mutants (Fig. 5f). These data argue that H3K9me prevents the unscheduled binding of at least one of the TFs found to drive gene derepression following the loss of H3K9me in differentiated tissues.

## Gene derepression does not require decompaction

H3K9me is associated with condensed chromatin; thus, the reduced accessibility of heterochromatic promoters has been proposed to restrict TF binding^43–46^. To investigate whether we could detect increased accessibility following the loss of H3K9me, we performed a tissue-specific ATAC-seq assay. 

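For this assay, body-wall muscle cells that express the RFP reporter driven by the *myo-3* promoter were sorted from L3 larvae grown for 32 h at 20 °C. Omni-ATAC-seq was applied to 50000 sorted cells per sample, a protocol in which the Tn5 transposase inserts sequencing adaptors into accessible DNA of permeabilized nuclei. Libraries from 3 biological replicates were sequenced for each of 4 genotypes, WT, *met-2*, *set-25* and *met-2 set-25*, which gives 12 libraries. The authors aligned the reads to the ce10 assembly with bowtie2, removed duplicates, shifted the read ends for the offset of Tn5 and counted them with QuasR.
The count table analysed here holds the unnormalized counts in 51519 promoter windows, most of which cover 1500 bp upstream and 200 bp downstream of the transcription start site (TSS) of a RefSeq transcript. The peak calls of Fig. 6a were not used here. Because transcripts share and neighbour each other's start sites, windows overlap and a read can be counted in several of them, so a column total exceeds the number of reads in promoters. These totals ranged from 50148450 to 79463030 counts in WT (median 73325386), from 73007383 to 105547683 in *met-2* (median 83303009), from 68843022 to 78074609 in *set-25* (median 74569916) and from 84807679 to 102572232 in *met-2 set-25* (median 89385216). The median window held 1481 counts per library. At these totals, 3 counts, taken as the floor for counting error alone, correspond to between 0.0284 and 0.0598 CPM.
Counts were scaled by each library's column total, as the paper scaled read depth, although the paper divided by all mapped reads and the column totals cover promoters only. After removal of 238 windows without counts in any library, 51281 windows were tested in a single fit of the 12 libraries with edgeR's quasi-likelihood F test and Benjamini-Hochberg adjustment, at the paper's false discovery rate (FDR) of 0.01. Replicates of a genotype differed by more than sampling noise, with a chi-square per window between 3.22 and 8.22 across the 12 replicate pairs, so no pair was treated as the same library. Same-numbered libraries shared a pattern, since replicate 2 had the highest column total and the highest weight on the main axis of differences within genotypes in all 4 genotypes, and replicate 3 had a negative weight in all 4. The mean correlation of their deviations from the genotype means was 0.0909, compared with -0.0463 for other numbers. Counts of called windows are therefore also given from a fit with the replicate number as a block.
The libraries also differed in how far the signal stood above background. A signal index was defined, after the data were seen, from the autosomal windows without the 10 windows with the most counts, as the percentage of a library's counts there that fell in the 5% of these windows (2228) with the highest mean in *set-25*. Its log2 served as the covariate. It was 9.31, 9.99 and 9.08% in the 3 WT replicates, 9.78, 10.0 and 8.87% in *met-2*, 9.12, 9.15 and 9.12% in *set-25* and 10.1, 11.3 and 10.4% in *met-2 set-25*.

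**Figure D1:**
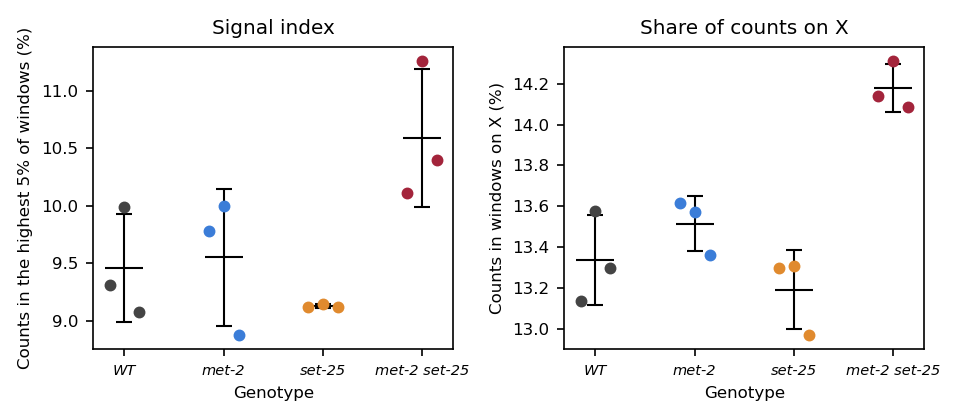
Signal index (left) and percentage of counts in windows on the X chromosome (right) of each library, by genotype. Points are the 3 replicates in order, and the bar and whiskers give their mean and SD. The *met-2 set-25* libraries reached 10.1 to 11.3% on the left and 14.1 to 14.3% on the right, above all libraries of the other genotypes.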

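Counts in *met-2 set-25* muscle differed from WT at 2138 promoter windows. They were higher at 1763 windows and lower at 375 (edgeR's quasi-likelihood test, Benjamini-Hochberg FDR below 0.01). Some windows repeat the counts of another, and the gained windows held 1597 distinct sets of counts. The higher windows merged into 844 separate loci and the lower windows into 233. The changes were small. The median log2FC was 0.33 at the gained windows, with quartiles of 0.28 and 0.39, and -0.25 at the lower windows. All 3 mutant libraries lay above all 3 WT libraries at 1686 of the gained windows. Over all windows tested, the libraries of the 2 genotypes did not overlap at 14102 windows (27.5%), where chance gives 10%. The setting that moved the count of gained windows by the largest factor, chosen after the data were seen, was the signal index as a covariate, with which 32 windows remained. With the replicate number as a block, 2750 windows were higher and 790 lower. An FDR of 0.05 gave 3311 higher windows, and fits that each left out a library gave from 245 to 2707.
Gains were spread unevenly over the genome. On X, 635 of 6730 windows gained counts (9.44%), compared with 1128 of 44551 windows on the autosomes (2.53%). In bins of 1 Mb along X the share lay between 3.83 and 15.4%.

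**Figure D2:**
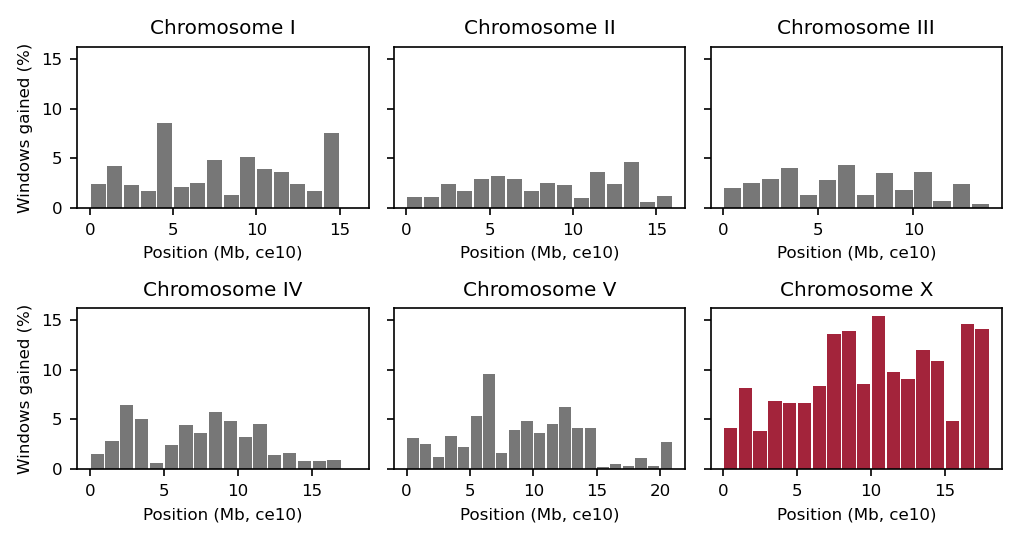
Percentage of promoter windows with higher counts in *met-2 set-25* than in WT muscle, in bins of 1 Mb along the 6 chromosomes of ce10, for bins with at least 20 windows. Bars on X (red) had a median of 8.82%, and those on chromosome II a median of 2.34%.

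The gained windows with the smallest FDR lay on chromosome IV, at 3220937 to 3222640, upstream of *phkb-1*. One of these windows had 3.0 ± 1.2 normalized counts (SD, n = 3) in WT and 927 ± 22 (SD, n = 3) in *met-2 set-25*, a log2FC of 8.14 (standard error 0.17, adjusted p = 3.4e-45 from the same test). WT libraries held 1, 4 and 3 reads there, and *met-2* and *set-25* had 903 ± 13 and 961 ± 22 normalized counts (SD, n = 3 each). WT alone thus differed, and a deletion or other variant of the WT strain is a candidate explanation. No DNA sequence was examined. The adjacent window of the non-coding gene *Y67D8A.10*, at 3218391 to 3220090, had a log2FC of 2.00 (standard error 0.085, adjusted p = 2.5e-28 from edgeR). Among the lower windows, the smallest FDR was found at the piRNA gene *21ur-12617* on chromosome III, 13288100 to 13289799, which lies within *set-25* in the WBcel235 annotation. Its log2FC was -2.04 in *met-2 set-25* (standard error 0.073, adjusted p = 1.9e-32 from edgeR) and -1.88 in *set-25*, and it did not change in *met-2* (log2FC -0.00). Next came the 2 windows of *irld-45* on chromosome V, 1646800 to 1648530. Their log2FC was -0.97 and -0.92 in *met-2 set-25*, -0.86 and -0.80 in *met-2* and -0.82 and -0.77 in *set-25*, so WT differed from all mutants. The promoter windows of the 2 deleted genes themselves did not change (log2FC of -0.07 at *met-2* and 0.11 at *set-25*, adjusted p = 0.47 and 0.40 from edgeR).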

Using WT and HMT-deficient muscle cells, we confirmed that H3K9me compacts chromatin: we monitored increased Tn5 accessibility at 3,986 peaks in the *met-2 set-25* double mutant (Fig. 6a; FDR < 0.01). 

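In the single mutants, 36 windows were higher and 16 lower in *met-2* than in WT, and 6 were higher and 8 lower in *set-25* (edgeR's quasi-likelihood test, FDR below 0.01). With the replicate number as a block, 46 windows were higher and 21 lower in *met-2*, and 10 were higher and 10 lower in *set-25*. At an unadjusted p below 0.05, 1188 windows were higher in *met-2*, 2284 in *set-25* and 5485 in *met-2 set-25*. With 51281 windows tested, a number as high as that in *met-2* is expected at this threshold without any change. Of the 36 windows gained in *met-2*, 24 were also gained in *met-2 set-25*, and 5 of the 6 gained in *set-25* were.
The lower windows repeat counts of each other and held 7 distinct sets of counts in *met-2* and 6 in *set-25*. Many of these windows belonged to 9 loci, chosen after their values were seen, at which a log2FC beyond 0.9 separated all libraries of one strain or several strains from the rest. These loci held 11 of the 36 windows gained in *met-2* and all 6 gained in *set-25*. They included the *phkb-1* windows, whose log2FC was 8.10 in *met-2* (standard error 0.18, adjusted p = 6.6e-45 from edgeR) and 8.19 in *set-25*. The window of *Y58A7A.3* on chromosome V, 5081024 to 5082723, held 0 counts in each WT library and 1830 ± 95 normalized counts in *set-25* (SD, n = 3), which is at least 494-fold higher. It held 0, 0 and 2 counts in *met-2* and 4, 0 and 0 in *met-2 set-25*. Outside the 9 loci, 25 windows at 15 separate loci were gained in *met-2*, with a log2FC between 0.28 and 0.59, and 19 of them were gained in *met-2 set-25* as well.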

The effects were far less pronounced in the single mutants (*met-2*, 87 peaks; and *set-25*, 9 peaks; Fig. 6a). Although the accessibility changes in the *met-2*- and *met-2 set-25*-mutant strains showed the expected positive correlation (Fig. 6b; *R* = 0.55), there was a striking discrepancy between the changes in gene expression and ATAC-seq. 

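Across the 51281 promoter windows, the log2FC of *met-2* over WT and that of *met-2 set-25* over *set-25* had a Pearson's r of 0.115 and a Spearman's rho of 0.112. Windows are not independent replicates, so no p-value was computed. Each log2FC was taken from the mean of log2(normalized count + 8) over 3 libraries, with the pseudocount of 8 that the paper states for RNA-seq and ChIC-seq. The relation was closer at higher signal. It was 0.361 in the 25641 windows in the upper part of the ranking by mean count and 0.522 in the 5128 windows of the highest decile of *set-25* signal, a subset chosen after the data were seen. From the paired ratios of libraries with the same number, r was 0.264, 0.00480 and -0.0883 for numbers 1, 2 and 3. Without the 28 windows at the loci with a log2FC beyond 0.9, r was 0.193. Among the 3935 windows gained in either comparison, r was -0.140. These were selected by the same changes that were correlated. They include 11 windows gained in *met-2* at the loci with a log2FC beyond 0.9. At the *phkb-1* locus, for example, the log2FC was 8.10 in *met-2* over WT and -0.05 in *met-2 set-25* over *set-25*. This r was not computed without those loci, so its sign does not show a reversal.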

Genes derepressed in muscle were almost identical between the *met-2* and *met-2 set-25* mutants (Fig. 1g), whereas the ATAC-seq signal increase was far more pronounced in the double mutant. This suggested that SET-25 alone (that is, in the *met-2* single mutants) is sufficient to restrict ATAC-seq sensitivity, albeit not to repress transcription.

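At the 1763 windows gained in *met-2 set-25*, the median log2FC over WT was 0.33 in *met-2 set-25*, 0.09 in *met-2* and -0.06 in *set-25*. By replicate, the median over windows against the WT mean was 0.26, 0.45 and 0.30 in *met-2 set-25*, 0.15, 0.17 and -0.06 in *met-2*, -0.07, -0.05 and -0.04 in *set-25* and -0.04, 0.12 and -0.09 in WT. Each *met-2 set-25* library thus lay above all 9 libraries of the other genotypes. These libraries also had the highest signal index (10.1, 11.3 and 10.4%, compared with at most 10.0% in the others). Within WT, *met-2* and *met-2 set-25*, the medians followed the order of the index. The ranking is therefore not evidence of a genotype effect apart from signal-to-background. The difference between *met-2 set-25* and *met-2* had an exact two-sided permutation p of 0.1, the smallest that 3 replicates against 3 allow, whereas the *met-2* values overlapped those of WT (p = 0.3 from the same exact test). Paired by replicate number, the median ratio to the WT library was 0.19, 0.05 and 0.02 in *met-2* and 0.30, 0.33 and 0.38 in *met-2 set-25*, where an exact sign-flip test of 3 pairs gives p = 0.25 for both, the smallest possible. When windows were selected without the libraries of a given replicate number (405, 1266 and 710 windows for numbers 1, 2 and 3) and measured in those libraries only, the median was 0.30, 0.33 and 0.36 in *met-2 set-25* and 0.20, 0.04 and 0.01 in *met-2*. The log2FC was above 0 at 1683 of the 1763 windows in *met-2* and at 323 in *set-25*. Both log2FC use the WT libraries from which the windows were selected. The number expected without a change is therefore not known.

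**Figure D3:**
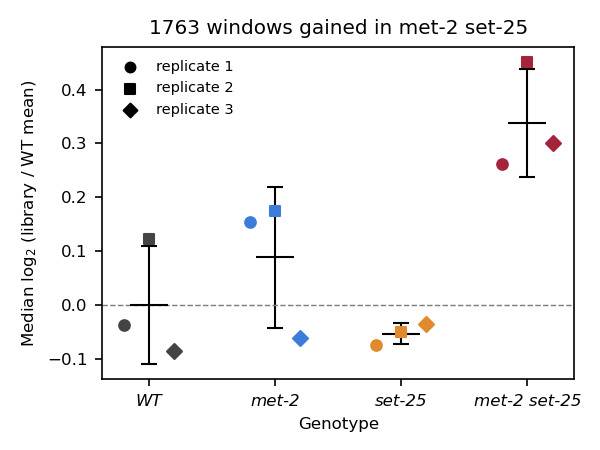
Median over the 1763 gained windows of the log2 ratio of each library to the WT mean, by genotype. Symbols mark the replicate number, and bars and whiskers give mean and SD of the 3 replicates. The *met-2 set-25* libraries lie between 0.26 and 0.45, and the *met-2* libraries between -0.06 and 0.17. Values were not adjusted for the signal index.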

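Set directly against *met-2*, *met-2 set-25* muscle had higher counts at 188 windows and lower counts at 19, and against *set-25* at 3917 and 1934 windows (edgeR's quasi-likelihood test, FDR below 0.01). Of the windows gained over WT, 167 were also higher than in *met-2* and 1685 were higher than in *set-25*. The interaction term asks whether the change caused by both mutations differs from the sum of the single changes on the log2 scale. It was positive at 54 windows and negative at 20 (1149 and 539 at an FDR of 0.05). Of the 74, 27 windows lay at the 9 loci at which strains differed by a log2FC beyond 0.9. With the replicate number as a block, 1472 windows were higher and 171 lower than in *met-2*, 4662 higher and 3322 lower than in *set-25*, and the interaction was positive at 1137 and negative at 266. With the signal index as a covariate, 15 windows were higher and 12 lower than in *met-2*, and 11 and 1 than in *set-25*. The interaction was then positive at 18 and negative at 16. The index is confounded with genotype, so these libraries cannot separate the 2. Fits that each left out a library gave from 21 to 492 windows higher than in *met-2*. From the larger increase in the double mutant, set beside nearly the same derepressed genes in *met-2* and *met-2 set-25*, the paper proposes that SET-25 alone is sufficient to restrict accessibility but not transcription.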

**Fig. 6:**
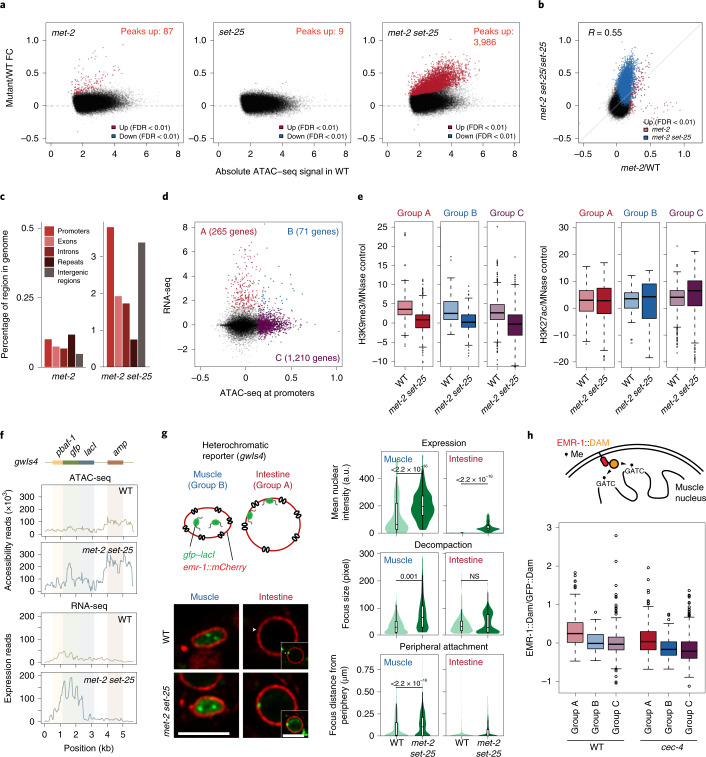
Enhanced accessibility in the absence of H3K9me is not necessary for gene expression. **a**, MA plots for ATAC-seq peaks in sorted L3 muscle cells, with the mean log_2_FC of the indicated HMT mutants over the WT versus the absolute signal in WT cells (log2 counts per million (CPM)). Peaks that are significantly more (up; FDR < 0.01) and less (down; FDR < 0.01) accessible are highlighted. Dashed grey line represents no change. The number of peaks that gain accessibility are indicated. The mean log_2_FC was calculated from *n* = 3 independent biological replicates. **b**, Correlation between the log_2_FC for accessibility between *met-2*/WT and *met-2 set-25*/*set-25*. Significantly changed loci (FDR < 0.01) are coloured based on genotype and common loci in maroon. **c**, Percentage (relative to genome-wide occurrence) of promoters, exons, introns, repeats and intergenic regions with significantly increased accessibility in *met-2*- (left) and *met-2 set-25*-mutant (right) muscle cells. **d**, Correlation between the mean gene expression (log_2_FC) and promoter accessibility (log_2_FC) in muscle cells from *met-2 set-25* mutants normalized to the WT. Individual genes are highlighted and divided into groups based on increased expression (Group A), increased accessibility (Group C) or both (Group B). **e**, H3K9me3 (left) and H3K27ac (right) ChIC-seq enrichment (over the MNAse control) at Group A, B and C genes in WT and *met-2 set-25*-mutant muscle cells. **f**, GFP–LacI cassette from the *gwIs4* heterochromatic reporter (top). The plots show the normalized average counts of ATAC-seq (middle) and RNA-seq (bottom) reads across the GFP–LacI cassette in WT and *met-2 set-25*-mutant muscle cells. **g**, Schematic of muscle and intestine nuclei with GFP–LacI foci from the *gwIs4* reporter and *emr-1::mCherry* marking the nuclear periphery (top left). Images of muscle and intestine cells from WT and *met-2 set-25*-mutant L1 animals (bottom left). Due to the low level of GFP–LacI expression in the intestine, insets with increased brightness are included. Scale bars, 5 µm. GFP–LacI nuclear intensity, focus size and focal distance from the nuclear periphery (right). Muscle, *n* = 332 (WT) and 651 (*met-2 set-25*); and intestine, *n* = 346 (WT) and 454 (*met-2 set-25*) pooled foci from two biological independent experiments. NS, not significant (*P* > 0.05); two-sided Wilcoxon signed-rank test. a.u., arbitrary units. **h**, Schematic of Emerin DamID, wherein EMR-1 is fused to DAM methylase^49^ (top). EMR-1::Dam methylation enriched over GFP::Dam (log_2_-transformed) control in WT and *cec-4*-mutant muscle cells at Group A, B and C genes (bottom). Data points represent 10 kb bins; *n* = 3 biological independent replicas. Note that CEC-4 protein tethers H3K9me-modified heterochromatin at the nuclear periphery^49,59^. **e**,**g**,**h**, Boxplots show the median (horizontal line), 25th to 75th percentiles (boxes), and 90% (whiskers) of the group.

The regions that did gain accessibility in the *met-2* mutant were equally enriched for REs and promoters, whereas changes in the *met-2 set-25* double mutant mapped overwhelmingly to promoters and intergenic regions (Fig. 6c). However, even in the *met-2 set-25* mutants, the changes in accessibility did not correlate strictly with changes in gene expression (Extended Data Fig. 7a). This lack of correlation was specific to genes derepressed in the *met-2 set-25*-mutant muscle, for overall we scored the expected correlation between increased ATAC-seq signals and highly transcribed genes across the entire transcriptome (Extended Data Fig. 7b).

We next plotted the changes in RNA-seq (increased expression levels) versus changes in ATAC-seq (accessibility) triggered by the loss of H3K9me. 

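For the ATAC-seq axis of this comparison, promoter counts can be assigned to genes. Of the windows tested, 49195 (95.9%) carried a transcript identifier listed for 1 of 41041 genes in the WBcel235 annotation, which was used for names, biotypes and the neighbours of named windows. The paper's methods define a promoter as 1 kb upstream and 100 bp downstream of the TSS, a shorter interval than the windows of 1700 bp analysed here. Gains in *met-2 set-25* occurred at 977 of 27426 windows of protein-coding transcripts (3.56%), at 472 of 7317 windows of genes with the biotype ncRNA (6.45%) and at 155 of 13395 windows of piRNA genes (1.16%). The RNA-seq values of this comparison were not analysed here.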

The genes that were affected in muscle fell into three classes: the majority of derepressed genes (265/336 genes) did not gain ATAC-seq sensitivity at their promoters (Group A), whereas 22% (71/336) gained accessibility coincident with an increase in transcription (Group B; Fig. 6d). 

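The genes that the paper names or selected as derepressed without H3K9me include *pgl-1*, *pals-30*, *C23H5.12*, *Y6E2A.7*, *sri-62* and *fbxa-171*. The promoter windows of these 6 genes contained between 1123 and 1589 normalized counts on average in WT muscle. The median window had 1512 (quartiles 1331 and 1700), and *pals-30*, at 1123, was below the lower quartile. None of the 6 was called higher or lower in *met-2 set-25*, and 0 of the 6 had an unadjusted p below 0.05. Their log2FC lay between -0.06 at *fbxa-171* and 0.08 at *sri-62*, with adjusted p-values from 0.40 to 0.95 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). At *pals-29*, whose H3K9me3 the paper shows together with that of *pals-30*, on chromosome IV from 14542391 to 14544090, the log2FC was -0.07 and counts were 1238 ± 81 in WT and 1181 ± 65 in *met-2 set-25* (SD, n = 3 each, standard error of the log2FC 0.070). At *pgl-1*, on chromosome IV from 6977108 to 6978807, they were 1533 ± 82 and 1524 ± 72 (SD, n = 3 each). The direction at *pgl-1*, *pals-30* and *Y6E2A.7* depended on scaling or on the libraries included, and each of these changes was smaller than its standard error. With standard errors of 0.060 to 0.072, a gain as large as the median gained window would have been several standard errors away from 0. The gained windows were selected for passing the same test, so smaller gains at these 6 promoters cannot be excluded. A gain confined to a part of a window is diluted in its count over 1700 bp and cannot be excluded either. Of the control genes, *unc-119* had a log2FC of -0.06 and 0.06 at its 2 windows, and *smg-5* had -0.15 (adjusted p = 0.14, unadjusted p = 0.0299 from edgeR).

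**Figure D4:**
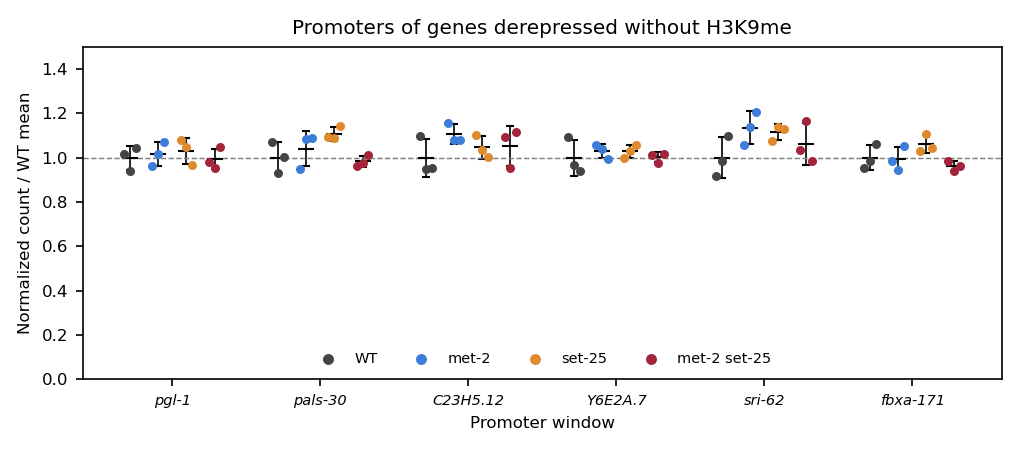
Normalized promoter counts of 6 derepressed genes in each library, divided by the WT mean of the gene. Points are replicates coloured by genotype, and bars and whiskers show mean and SD (n = 3). No *met-2 set-25* group (red) is separated upwards from WT (grey).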

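Gained windows belonged to 1329 genes and lower windows to 322 genes in *met-2 set-25* muscle, from all genes with a promoter window and without regard to expression. Their level in WT was above average before the mutation. The gained windows had a median of 1937 normalized counts in WT (quartiles 1719 and 2225), compared with 1512 over all windows (quartiles 1331 and 1700) and 1594 at the lower windows. Of the gained windows, 892 lay in the highest decile of *set-25* signal, where 17.4% of windows were gained, and 45 lay in the lowest decile, where 0.877% were.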

Surprisingly, 1,210 loci showed increased accessibility without increased transcription (Group C; Fig. 6d).

Surprisingly, the genes of both Group A and B had on average similar and low absolute levels of accessibility and expression in WT muscle (Extended Data Fig. 7c), whereas the Group C genes started with higher absolute levels of expression and accessibility in the WT muscle, albeit not as high as that scored for the muscle-expressed genes (Extended Data Fig. 7c). In addition, all three groups had comparable levels of H3K9me3 in the WT muscle, which was sensitive in all cases to the loss of *met-2* and *set-25* (Fig. 6e). However, the Group A genes did not acquire H3K27ac, a mark associated with active loci and enhancers^48^, in the *met-2 set-25* mutant, although it increased in Group C. The Group B genes had a weaker or more variable increase in H3K27ac (Fig. 6e).

In addition to endogenous loci, we also tracked the expression and accessibility of the *gwIs4* heterochromatic array in muscle (both increased in the *met-2 set-25* mutant; Fig. 6f). 

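The *gwIs4* array carries copies of the *myo-3* and *baf-1* promoters and of the *let-858* 3′ untranslated region. Reads from array copies of a promoter align to its genomic source, so counts there combine the array with the endogenous locus. The *myo-3* promoter window, on chromosome V from 12234125 to 12235824, had 358878 ± 36420 normalized counts in WT and 459121 ± 26017 in *met-2 set-25* (SD, n = 3 each). The log2FC was 0.36 (standard error 0.033, adjusted p = 6.3e-12 from edgeR's quasi-likelihood test). It was 0.08 in *met-2* and -0.03 in *set-25*, neither past the threshold in the fit without a replicate block (adjusted p = 0.90 and 0.86 from edgeR). In *met-2 set-25*, DESeq2 gave a log2FC of 0.39 (adjusted p = 0.0077 from its Wald test). The standard error of 0.033 is smaller than the spread of the WT libraries (325021 to 397410) implies. Within WT, *met-2* and *met-2 set-25*, libraries with a higher signal index had higher counts here. Paired by replicate number, the *met-2* library was above the WT library in all 3 pairs, and the *set-25* library for number 3 only. The overlapping window of *K12F2.4*, named after its values were seen, had a log2FC of 0.41. Also chosen after the values were seen, the windows of *tag-342* and *B0464.6*, which cover the *baf-1* promoter region on chromosome III between 9465682 and 9468272, had 78062 ± 1156 and 77353 ± 1120 normalized counts in WT (SD, n = 3 each), and both had a log2FC of 0.16 in *met-2 set-25* (adjusted p = 1.3e-07 and 1.4e-07 from edgeR). The *let-858* promoter, which is not part of the array, had 1302 ± 39 normalized counts in WT and 1202 ± 28 in *met-2 set-25* (SD, n = 3 each). All 3 *met-2 set-25* libraries lay below all 3 WT libraries there. The log2FC of -0.11 did not pass the threshold (adjusted p = 0.28 from edgeR).

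**Figure D5:**
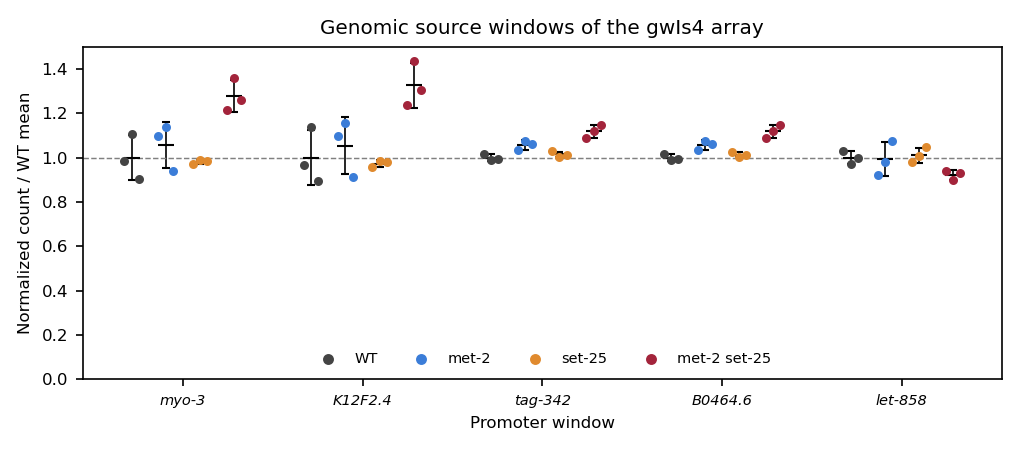
Normalized counts at genomic windows that share sequence with the *gwIs4* array, and at *let-858*, in each library, divided by the WT mean of the window. Points are replicates coloured by genotype, with mean and SD (n = 3). The *met-2 set-25* libraries (red) lie above WT at *myo-3*, *K12F2.4*, *tag-342* and *B0464.6* and below it at *let-858*.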

We could further quantify *gwIs4* compaction and subnuclear position by microscopy given that the integrated array contains *lacO* sites and can bind GFP::LacI (Figs. 5c and 6g)^13^. A comparison of WT and *met-2 set-25*-mutant muscle cells confirmed that *gwIs4* physical chromatin compaction and expression increase coordinately following the loss of H3K9me (Fig. 6g). In contrast, intestinal cells showed derepression without decompaction, resembling the Group A genes (Fig. 6g). This difference seemed to correlate with subnuclear position: measurements of the distances of the GFP::LacI spots to the nuclear periphery confirmed an internal position^21,49,50^ for the *gwIs4* array in muscle that shifted even more internally in the *met-2 set-25* mutant, whereas in intestine the reporter was strongly peripheral and stayed largely peripheral despite derepression (Fig. 6g). Although the repetitive nature of the reporter may be a confounding factor, the behaviour of *gwIs4* suggested that genes located in the nuclear interior might be more susceptible to chromatin decompaction (and Tn5 attack) following the loss of H3K9me, whereas genes at the nuclear periphery appear to be derepressed without measureable decompaction.

To determine whether this correlation applies to endogenous single-copy genes, we compared the association of Group A, B and C genes with the nuclear periphery using muscle-specific Emerin DNA adenine methyltransferase identification (DamID; Fig. 6h)^49^. The loci that gained accessibility (Groups B and C) indeed showed a more internal localization overall in WT muscle cells than genes that remained compacted during derepression (Group A). All positioning was sensitive to loss of the H3K9me anchor CEC-4. Together, we conclude that whereas ATAC sensitivity increases dramatically following the loss of H3K9me, the increase does not always correlate with expression. When it does, the genes are generally located away from the nuclear envelope.

## H3K9me restricts enhancer activation

Given the distinct behaviours of the loci in Groups A, B and C, we queried whether the promoters were enriched for distinct TF motifs. As expected, the Group A and B gene promoters were enriched for the TF motifs identified among the derepressed genes in muscle (Fig. 4c and Extended Data Fig. 7d), and the Group B genes also bound basic leucine zipper (bZIP) and zinc-finger TFs (Extended Data Fig. 7d). In the non-derepressed Group C, which nonetheless gained ATAC-seq sensitivity, the only motifs significantly enriched were for EOR-1, DAF-12/NHR-48 and ZTF-3. Importantly, all three of these factors have been shown to bind enhancers during *C. elegans* development^47,51^.

The presence of enhancer-linked TF motifs, coupled with the fact that Group C sites gain both H3K27ac and ATAC sensitivity following the loss of H3K9me (Fig. 6e), suggested that H3K9me might be limiting enhancer activity in WT tissues. To separate enhancer elements from overlapping promoters, we analysed the intergenic ATAC-seq peaks that gained accessibility in the *met-2 set-25*-mutant muscle (2,090; Fig. 6c). By comparing ATAC-seq accessibility at these intergenic peaks, we observed that *met-2* and *set-25* ablations were synergistic and these peaks were absent in WT muscle, where they showed baseline accessibility (Fig. 7a and Extended Data Fig. 8a). We examined other genomic features in the modENCODE datasets from whole-worm lysates^47^ for correlation with these regions. The strongest correlation for these intergenic peaks was with larval-specific enhancers (Fig. 7b). Moreover, these peaks were enriched for motifs for EOR-1, DAF-12/NHR-48 and ZTF-3 TF, which typically bind enhancer elements (compare Fig. 7c with Extended Data Fig. 7d). As expected, they were highly enriched for H3K9me3 in WT muscle, and this mark was partially maintained in the *met-2* mutant but not in the *met-2 set-25* double mutant (Fig. 7d). Moreover, the level of H3K27ac, which characterizes active enhancers^52^, showed a partial increase at these sites in *met-2*-mutant and was strongly elevated in *met-2 set-25* muscle cells (Fig. 7d). This suggests that enhancers, like promoters, are masked by H3K9me3 and can be targeted by both MET-2 and SET-25 redundantly.

**Fig. 7:**
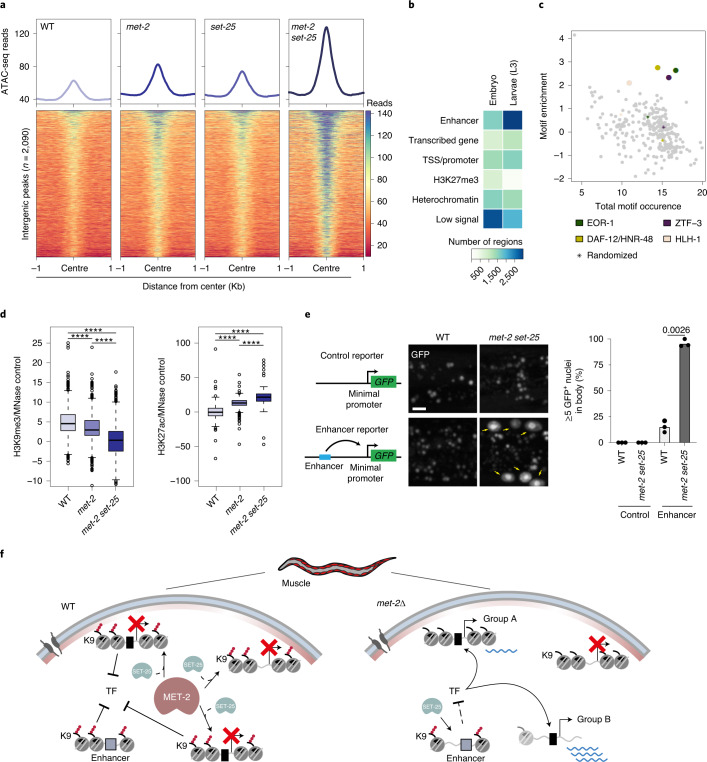
H3K9me can restrict enhancer accessibility and activity. **a**, Metaplots comparing the mean ATAC-seq reads at all intergenic peaks that were significantly more accessible in *met-2 set-25*-mutant muscle versus WT, anchored at the peak centre (top). Heatmap showing ATAC-seq reads over equally sized domains (bottom). Each row represents one domain. Intergenic peaks were defined as >1.5 kb away from a promoter and with no overlapping repeat. **b**, Heatmap showing the number of peaks from **a** that overlap with the indicated chromatin signatures, defined as per Daugherty and colleagues^47^. **c**, Enrichment of TF motifs (log_2_-transformed) in the intergenic peaks from **a** versus genome-wide occurrence (log_2_-transformed). Enriched motifs (log_2_ enrichment > 0.5 and log_2_ abundance > 8) are colour-coded according to TF(s). *Enrichment of a scrambled motif. These motifs characterize enhancers in worms^47,48,52^. **d**, H3K9me3 (left) and H3K27ac (right) ChIC-seq enrichment (normalized to the MNAse control) at newly accessible intergenic peaks (**a**) in WT and *met-2*- and *met-2 set-25*-mutant muscle. Data points represent 10 kb bins over intergenic peaks. Boxplots show the median (horizontal line), 25th to 75th percentiles (boxes), and 90% (whiskers) of the group. ****P < 2.2 × 10^−12^; two-way analysis of variance, followed by a post-hoc test. **e**, Reporter constructs containing a minimal promoter driving GFP (nucleolar localization tag) with either no upstream sequence (control) or the *nhr-25*-associated enhancer (Enhancer reporter) as previously described^47^ (top). Representative images of GFP in the body region of WT and *met-2 set-25*-mutant animals (middle). Cells with GFP signal are highlighted with yellow arrows, all other signal is intestinal autofluorescence. Scale bar, 5 µm. Level of GFP expression as the proportion of worms with ≥5 GFP^+^ cells, excluding the head and tail (right). Control, *n* = 30 (WT) and 19 (*met-2 set-25*) worms; enhancer, *n* = 47 (WT) and 43 (*met-2 set-25*) worms from three independent biological replicates. Statistical significance was determined using a two-tailed *t*-test. **f**, Continuous deposition of H3K9me2 by MET-2 represses tissue-specific genes and enhancers (left). MET-2 activity is usually followed by SET-25, such that genes accumulate H3K9me3. In the absence of MET-2, genes that are derepressed require specific TFs (right). Perinuclear H3K9me-marked genes seem to be refractory to chromatin decompaction despite activation in a *met-2 set-25* mutant, whereas genes that gain both chromatin accessibility and transcriptional activity tend to localize internally. Unlike genes, enhancers can be repressed by either MET-2 or SET-25. Source data

Once again, to prove that H3K9me represses enhancer activity as it does gene expression, we made use of a reporter strain containing a transgenic array bearing a minimal promoter driving *gfp* with or without an upstream enhancer sequence that had been previously identified in proximity to the gene *nhr-25* (ref. ^47^). In the absence of the upstream enhancer, the loss of H3K9me had no effect on GFP expression within the body region of L3 larvae. However, when the enhancer element was included, cells in the *met-2 set-25* double mutant had strongly increased GFP expression (Fig. 7e and Extended Data Fig. 8b). Together, we conclude that H3K9me2/me3, deposited by either MET-2 or SET-25, or both, can limit not only promoter but also enhancer accessibility and activity.

## Discussion

We demonstrate an important function of H3K9me2/me3 in the silencing of cell type-specific genes in differentiated tissues in *C eleganst*. We found that following the loss of H3K9me3 (that is, in the *set-25* deletion), H3K9me2 serves to maintain gene repression in differentiated cells, highlighting a redundancy that serves to safeguard chromatin-mediated gene silencing. Even in the *met-2 set-25* double mutant, which loses both H3K9me2 and H3K9me3, misexpression of genes in differentiated tissues was dependent on the availability of appropriate TFs (Fig. 5). Given the developmental changes in the H3K9me pattern (Fig. 2), we propose that H3K9me reinforces differentiation-linked transcriptional programmes. In other words, tissue-specific target restriction by H3K9me, on both enhancers and promoters, allows TFs to promote distinct expression programmes at different stages of development and/or in different tissues. We confirm that potential binding sites of the conserved TF CEH-48 are occluded in at least three derepressed gene promoters in WT but not *met-2 set-25* larvae; importantly, CEH-48 is necessary for the misexpression of genes that lose H3K9me in muscle. Finally, loss of the TFs HLH-25 and HLH-28/-29, which also drive gene derepression in the *met-2 set-25*-mutant muscle, have pleiotropic defects in multiple tissues, including germline, in otherwise WT worms^38,54^. Our data thus argue that tissue-specific H3K9 methylation restricts the range of targets a factor can bind.

The role of H3K9me in gene silencing seems to not be linked to its function at REs, as we found no preferential proximity between the derepressed genes and specific repeat families. Only 26% of the 331 derepressed genes had REs within 1 kb of the corresponding transcriptional start site compared with 34% for all genes. Nonetheless, we do not exclude that individual REs could influence transcription at some loci. Even if REs were to help target HMTs to genes, TF binding is still likely to be necessary for derepression in *met-2 set-25*-mutant worms^53^.

Although the loss of H3K9me led to the misexpression of tissue-specific and germline genes, it is not essential for organismal development per se, as 88% of the *met-2 set-25* embryos form adult worms^3^. Nonetheless, we see that muscle integrity and function are impaired in the mutant. Whether such defects were caused by a specific misexpressed protein(s) or dysfunction due to imbalanced transcriptional homeostasis is not yet clear.

Surprisingly, although H3K9me seemed to prevent TF binding, a gain in accessibility as measured by ATAC-seq was neither required nor sufficient for gene derepression. One source of this discrepancy arises from the fact that enhancers can lose H3K9me and gain H3K27ac without activating the immediately adjacent genes (for example, Group C). However, approximately 80% of the genes derepressed in the *met-2 set-25* mutant (Group A) showed little change in promoter accessibility. At the genes that gain both accessibility and expression (Group B), an analysis of TF motifs indicated that chromatin decompaction may well be a secondary effect of TF binding, as the TFs recruit additional complexes that in turn regulate chromatin opening. Notably, the bZIP TFs that co-map with Group B loci as well as Onecut1/2, the CEH-48 homologue, recruit the CBP/p300 histone acetyltransferase, and EOR-1 cooperates with the SWI/SNF chromatin remodeler^51,54–57^. Thus, depending on the chromatin factors that are recruited, different TFs may trigger different degrees of chromatin opening (Fig. 7f).

Group B genes are further distinct in that they are not enriched at the nuclear periphery, which is in contrast to the majority of H3K9me3-marked loci^13,58^. This would argue that although subnuclear positioning is not the crucial determinant of gene expression^59^, it may determine whether or not a promoter is susceptible to decondensation following the loss of H3K9me. Alternatively, it may be that different combinations of TFs are responsible both for the gene position and its response to a loss of H3K9me. The transient opening of a promoter that allows transcription near the nuclear envelope may allow a derepressed gene to remain ATAC-resistant. Consistent with the idea that subnuclear positioning differentiates levels of accessibility, aberrant bZIP TF activity can induce the relocation of a heterochromatic array towards the nuclear interior, in a manner dependent on the HAT p300/CBP^50^. In summary, our study shows that H3K9me, like DNA methylation^60^, can restrict TF activity at promoters and enhancers and that it does this primarily at tissue-specific genes whose repression is required for tissue robustness.

## Methods

### Constructs and strains

The worm strains used in this study are listed in Supplementary Table 1.

To generate ubiquitously expressed TIR1, the eft-3 promoter was subcloned by Gibson cloning from the plasmid pIK130 into a Mos1-mediated single-copy insertion-compatible plasmid containing *TIR-1* and the *tbb-2* 3′ untranslated region. This new construct was inserted in the ttTi5605 locus on chromosome 2 by Mos1-mediated single-copy insertion^61^. Endogenously tagged *met-2*, *gw5(met-2::linker::degron::3×FLAG::TEV::NeonGreen)*, was generated using clustered regularly interspaced short palindromic repeats strategy of the Dokshin and colleagues^62^. Briefly, a *met-2*-specific (GTAACTTTTCAGCAAACGGC) crRNA (Horizon Discovery) was injected along with recombinant Cas9 (Lubio Science), trcRNA (Lubio Science) and a PCR template containing a single-stranded overhang with *met-2* homology and the *linker::degron::3×FLAG::TEV::NeonGreen* cassette, amplified from the pIK369 plasmid.

Except for RNAi experiments, worms were grown at 20 °C on NGM plates and fed OP50 bacteria. For the auxin treatments, the worms were placed on NGM plates containing 1 mM auxin for the indicated times. The RNAi experiments were performed as described previously^63,64^ using NGM plates (1 mM IPTG and 100 µg ml^−1^ carbenicillin), which were prepared with the appropriate RNAi-expressing bacteria and allowed to dry. Synchronized L1s were seeded on the RNAi and either L1 or L3 larvae (as indicated) of the following generation were processed for RNA-seq or microscopy (Fig. 5 and Extended Data Fig. 6).

### Phalloidin staining

Phalloidin staining of muscle fibres and scoring of muscle defects were performed as described previously^65^. Briefly, synchronized L1 larvae were grown to the young adult stage (before the appearance of eggs), and collected and washed with M9 buffer. The worms were then transferred to 1.5 ml low-bind tubes (Eppendorf) and fixed with 4% formaldehyde (Thermo Fischer) in 0.1 M Na_2_HPO4 for 15 min. The worms were pelleted, permeabilized in 500 μl of pre-chilled acetone (5 min at −20 °C) and then washed three times with PBS-TG (PBS, 0.5% Triton X-100 and 30 mM glycine). Rhodamine phalloidin (500 μl; R415, Life Technologies; 1:250 in PBS-TG) was added to the worms for 30 min at room temperature with rotation. The worms were washed three times, settled on poly-l-lysine-coated slides and mounted with ProLong Gold (P36930, Thermo Fischer).

### Microscopy and image analysis

Animal morphology images were taken at 20 °C using a Leica M205 FA microscope. All fluorescent microscopy images and movies for the swimming assay were taken at 20 °C on spinning-disk multipoint confocal microscopes using the VisiView software (Visitron): (1) AxioImager M1 with Yokogawa CSU-X1 scan head, A plan-NEOFLUAR ×100/1.45 oil, Rolera Thunder Back Illuminated EM-CCD (Q Imaging) and VisiView v.4.4.0.14; (2) Nikon Ti2-E Eclipse with Yokagawa CSU W1 scan head, CFI P-Apo Lambda ×60/1.4 oil, iXon-Ultra-888 Back illuminated EM-CCD (Andor) and VisiView v.4.5.0.10; and (3) Zeiss AxioObserver7 with Yokagawa CSU W1 scan head, EC Plan-Neofluar ×40/1.3 oil, Prime 95B sCMOS (Photometrics) and VisiView v.4.2.0.6. The GFP and NeonGreen, and RFP, mCherry and Rhodamine fluorophores were excited using Toptica iBeam Smart 488 nm and 561 nm lasers, respectively. For live microscopy, worms were collected off plates in M9 buffer and placed on 2% agarose pads. To enrich for L1 larvae, plates containing gravid adults were washed to remove adults and larvae, and newly hatched L1 worms were collected after 3–5 h by washing with M9. To enrich for L3 larvae, gravid adults were seeded for about 1 h on plates and then removed; semi-synchronous L3 larvae were collected after approximately 38–40 h by washing with M9.

Quantification of the GFP–LacI and PGL-1::GFP intensity in larval tissues of RNAi-treated worms was performed using the Fiji/ImageJ software. For PGL-1::GFP, the mean fluorescence intensity was measured in an area with representative signal and in the focal plane of each cell. For GFP–LacI, the GFP intensity was blindly measured as specific tissues and nuclei were identified and the nuclear area selected based on the CEC-4::WmCherry signal.

To perform quantification of the GFP–LacI intensity, spot volume and spot distance from nuclear periphery in muscle and intestine nuclei, individual nuclei were cropped in Fiji and analysed separately using the KNIME Analytics Platform^66^. In summary, nuclei were detected using a seeded watershed segmentation on the EMR-1 (mCherry) channel. For foci detection, we used a Laplacian-of-Gaussian detector from TrackMate^67^ (fmiij2-plugins-0.2.5, 10.5281/zenodo.1173536) on the GFP–LacI (GFP) channel. The distance between the foci and the nuclear periphery was measured by computing a Euclidean distance map on the three-dimensional nucleus mask and measuring its intensity for the coordinates of each spot. Foci outside of a nucleus were ignored in the analysis. The ‘distance from periphery’ was plotted per condition using the R package ggplot2 (https://ggplot2.tidyverse.org/).

### Swimming assay

Worms were placed in flat-bottomed 96-well plates in M9 buffer and movies with a duration of 1 min were acquired at 20 °C. For analysis, the movies were slowed fivefold to enable counting of the number of head turns over the 1 min recording time.

### Western blotting

Pellets of thoroughly washed L2 worms were flash-frozen in liquid nitrogen and kept at −80 °C until processing. Thawed pellets were lysed using a Fast Prep 24-5 G benchtop homogenizer (MP Biomedicals) and 0.5 mm zirconia/silicon beads (BioSpec) in RIPA buffer in the presence of cOmplete EDTA-free protease inhibitors (Roche) and 1 mM dithiothreitol (DTT) at 4 °C. The lysates were treated with 5 μl benzonase (Sigma) for 1 h at 4 °C with end-over-end rotation. Total protein (10 µg) was separated on Bolt 4–12% bis-Tris plus gels (Thermo Fisher) and transferred to a PVDF membrane (Bio-Rad). The blots were blocked in PBS plus 0.5% Tween-20 with 5% powdered milk. The primary antibodies used were: 1:1,000 mouse anti-FLAG M2-horseradish peroxidase (HRP) conjugated (A8592, Sigma), 1:500 mouse anti-H3K9me2 MABI0317 (MBL)^68^ and 1:5,000 rabbit anti-MRG-1 (49130002, Novus Biologicals). The blots were treated with antibodies diluted in blocking buffer overnight at 4 °C. Except anti-FLAG, after three washes, blots were re-blocked and exposed to secondary antibodies coupled to HRP (goat anti–mouse IgG HRP (Jackson ImmunoResearch, 115-035-146) at a 1:10,000 dilution and goat anti–rabbit IgG HRP (Jackson Immuno Research, 111-035-144) at a 1:50,000 dilution). After three subsequent washes, ECL (Millipore) was applied and signal was detected using an Amersham Imager 600 (GE). MRG-1 was specifically chosen for a loading control because it is a euchromatic nuclear protein, its expression remains unchanged in the *met-2 set-25* mutant and we have a well-characterized antibody against MRG-1.

### Worm dissociation and cell sorting

Isolation of worm tissues for FACS sorting was performed as previously described^69^ with minor adjustments. Synchronized L1 worms (200,000) were seeded on 15 cm peptone-rich plates for 32 h at 20 °C before processing. The worms were collected and thoroughly washed in 15 ml Falcon tubes using M9 solution before being transferred into multiple 1.5 ml low-bind tubes to obtain a pellet of approximately 100 ml for each sample (Eppendorf). The worms were resuspended in 200 μl SDS-DTT solution (20 mM HEPES pH 8.0, 0.25% SDS, 200 mM DTT and 3% sucrose) and incubated for exactly 4 min at room temperature before being resuspended in 800 μl of egg buffer (25 mM HEPES pH 7.3, 118 mM NaCl, 48 mM KCl, 2 mM CaCl_2_ and 2 mM MgCl_2_ with an osmolarity of about 340 mOsm). The worms were washed five times with 1 ml of egg buffer. The worm pellets were then resuspended in 100 μl of 15 mg ml pronase E (Sigma), diluted in egg buffer and pellets from the same sample were pooled. The worms were then vigorously resuspended with a thinned-out Pasteur pipette until most were visibly dissociated. Digestion was stopped with 900 μl of 10% FBS (in M9), the cells were washed twice with 10% FBS, with centrifugation at 9,600*g* for 5 min at 4 °C. After washing, the cells were resuspended in 1 ml of cold M9 buffer and left to settle for approximately 30 min on ice. The supernatant was collected and filtered into sorting tubes (Becton Dickinson) using 30 µm cell filters (Sysmex) and processed for cell sorting or ChIC-seq.

The filtered cells were kept on ice until sorting; 1 μl DRAQ7 (BioStatus) was added to the samples immediately before sorting to exclude dead cells. The cells were sorted into 1.5 ml low-bind tubes (Eppendorf) following a similar strategy using either a BD FACSAria (Becton Dickinson) or MA900 (Sony) cell sorter. For RNA-seq, approximately 25–50 × 10^3^ muscle cells or approximately 1 × 10^4^ seam cells per genotype per experiment (three replicas each) were sorted directly into 200 μl of lysis buffer (Norgen) and processed. For ATAC-seq, 50 × 10^3^ muscle cells per condition per experiment (three replicas each) were sorted into 200 μl M9 solution and processed. For ChIC-seq, see the ‘ChIC-seq’ section.

### RNA-seq

For isolated tissues, RNA was purified from lysed muscle or seam cells following the instructions of the Norgen single cell RNA purification kit (51800, Norgen Biotek). Libraries were produced using a Smart-Seq2 mRNA sequencing kit (Illumina). For L1 RNA-seq, worms were removed and thoroughly washed from RNAi plates using M9 solution. The worm pellet was resuspended in TRIzol, flash-frozen in liquid nitrogen and then freeze-cracked four times; the RNA was extracted by phenol–chloroform extraction, followed by isopropanol precipitation. The ribosomal RNA was depleted using a Ribo-Zero gold kit (Epicentre) and libraries were produced using a Total RNA sequencing TruSeq kit (Illumina). Equimolar amounts of indexed libraries were pooled and sequenced on a HiSeq 2500 system (Illumina). For data collection and conversion to fastq format, RTA 1.18.64 (HiSeq2500), RTA 2.4.11 (NextSeqS00) and bcl2fastq2 v2.17 were used.

The reads were analysed as described previously^70^. The reads were aligned to the *C. elegans* genome (ce10) using the R package QuasR v1.22.0, (www.bioconductor.org/packages/2.12/bioc/html/QuasR.html)^71^. The command ‘proj < −qAlign (‘samples.txt’, ‘BSgenome. Celegans.UCSC.ce10’, ‘splicedAlignment = TRUE’)’ instructs hisat2 (ref. ^72^) to align using default parameters, considering unique reads for genes and genome-wide distribution. Count tables of reads mapping within annotated exons in WormBase (WS220) were constructed using the qCount function of the QuasR package to score the number of reads in each window (qCount(proj,GRange_object, orientation = ‘same’)) and normalized by division by the total number of reads in each library and multiplied by the average library size. Transformation into the log_2_ space was performed after the addition of a pseudo count of eight to minimize large changes in abundance FC caused by low count numbers. The EdgeR package v.3.24 was applied to select genes with differential transcript abundances between indicated the genotypes (contrasts) based on the FDR for genes. Annotation of tissue and cell-type expression is based on annotation tables provided by the tissue atlas^73^.

### ChIC-seq

Filtered cells were pelleted, resuspended in 1 ml M9 solution and then fixed by slowly adding 2.33 ml of cold (−20 °C) EtOH (100%) while vortexing the cells. The cells were left at −20 °C for 1 h, centrifuged and washed with wash buffer 1 (WB1; 20 mM HEPES pH 7.5, 150 mM NaCl, 0.46 mM spermidine, 0.05% Tween-20, 1×cOmplete protease inhibitor and 2 mM EDTA). The washed cells were resuspended in WB1 + 10% dimethylsulfoxide and stored at −80 °C until ready to process.

The cells were thawed on ice (all subsequent steps were performed on ice) and washed once with WB1. The cells were then counted and diluted in WB1 to approximately 5 × 10^5^ cells in 200 μl. For each antibody and mutant, 200 μl of cells was transferred to 0.5 ml low-bind tubes (Eppendorf). Primary antibodies (200 μl), diluted to 2× in WB1, were then added to the cells and incubated overnight on a rotator at 4 °C. The antibodies used were to: H3K9me3 (1:2,000; MABI0318, MBL)^68^, H3K9me2 (1:5,000; MABI0317, MBL)^68^ and H3K27ac (1:5,000; ab177178, Abcam). The cells were washed once with wash buffer 2 (WB1 with no EDTA), then resuspended in 500 µL of WB2 containing 1 ng ml^−1^ ProteinA-MNase (recombinant) and 5 µg ml^−1^ Hoechst 33258, and incubated on a rotator for 1 h at 4 °C. The cells were then washed twice with 500 μl of wash buffer 2 (WB1 with no EDTA) and filtered into sorting tubes with a final volume of approximately 500 μl WB2. For each sample, approximately 5 × 10^3^ cells were sorted into 5 μl of wash buffer 3 (WB1 with no EDTA and no protease inhibitor). Hoechst was used as a sorting marker for gating fixed/lysed cells.

After sorting, MNase was activated by adding 10 μl wash buffer 3 containing 4 mM CaCl_2_ for 30 min on ice. The reaction was then stopped with the addition of 20 μl Stop solution (40 mM EGTA, 1.5% NP-40 and 2 mg ml^−1^ proteinase K) and the proteins were digested (65 °C for 6 h, 80 °C for 20 min and hold at 4 °C).

DNA fragments were blunt ended by adding 30 μl of blunt end mix (2.5 U Klenow large fragment, 5 U T4-PNK, 0.4 mM dNTPs, 2.3 mM ATP, 1.7 mM MgCl_2_, 7 μl PNK buffer 10×, 0.24 ng ml^−1^ BSA and 2.5% PEG8000) and incubating for 30 min at 37 °C, followed by 20 min at 75 °C for enzyme inactivation. The fragments were A-tailed by adding 30 μl tail mix (1 U AmpliTaq 360, 0.7 mM dATP, 167 mM KCl, 0.1 ng ml^−1^ BSA and 2.5% PEG8000) and incubation at 72 °C for 15 min. The fragments were further ligated to T-tail-containing adaptors with the sequence: forward strand, *GGTGAT*GCCGGTAATACGACTCACTATAGG*GAGTTCTACAGTCCGACGATC*NNNACACACTAT and reverse strand, /5Phos/TAGTGTGTNNN *GATCGTCGGACTGTAGAACTC*CCTATAGTGAGTCGTATTACCGGC*GAGCTT*. In the forward strand, the first six italic basepairs form a fork, the underlined basepairs after that are a T7 promoter, the following italic bases are the binding site (RA5) for the TruSeq Small RNA indexing primers (RPIx) and the underlined three random base pairs represent the unique molecular identifier. Ligation was performed by adding 40 μl ligation mix (1.25 µM adaptor, 2,000 U T4 ligase, 17.5 mM MgCl_2_, 52.5 mM Tris pH 7.5, 26.25 mM DTT, 1.75 mM ATP, 0.1 ng ml^−1^ BSA and 2.5% PEG8000) and incubating for 20 min at 4 °C, followed by 16 h at 16 °C. The ligase was inactivated by incubation for 10 min at 65 °C.

The ligation reactions were cleaned with Ampure XP beads (Beckman Coulter) at a 0.8× beads-to-sample ratio and resuspended in 8 μl clean water. The cleaned fragments were amplified by adding 12 μl of MEGAscript T7 transcription kit and incubation for 12 h at 37 °C. The template DNA was removed by the addition of 2 μl TurboDNAse (IVT kit) and incubation for 15 min at 37 °C. The produced RNA was further purified using RNA clean XP beads (Beckman Coulter) at a 0.8× ratio, followed by RNA fragmentation for 2 min at 94 °C. After another bead clean-up, 40% (5 μl) of the RNA was primed for reverse transcription by adding 1.5 μl of 3.3 mM dNTPs and 13.3 µM random hexamer RT primer (GCCTTGGCACCCGAGAATTCCANNNNNN), and hybridizing it by incubation at 65 °C for 5 min, followed by direct cool down on ice. Reverse transcription was performed by the further addition of 4 μl RT mix (2.5×first strand buffer, 25 mM DTT, 20 U RNAseOUT and 100 U SuperscriptII) and incubation at 25 °C for 10 min, followed by 1 h at 42 °C. The single-stranded DNA was purified through incubation with 5 µg or 25 U RNAseA for 30 min at 37 °C and PCR amplification to add the Illumina smallRNA barcodes and handles. Next, 40 μl of PCR mix (3.1×NEBNext Ultra II Q5 master mix (5×stock), 0.5 µM RP1 and 0.5 µM RPIx primers) was added. The number of PCR cycles performed were dependent on the abundance of the histone modification assayed, and the PCR products were cleaned twice using Ampure XP beads at a 0.8× ratio. The final libraries were eluted in 7 μl nuclease-free water and the abundance and quality were assessed using the QUBIT and Bioanalyzer systems.

### ChIC-seq analysis

Equimolar amounts of indexed libraries were pooled and sequenced on a HiSeq 2500 (Illumina). Adaptors were trimmed using Trimmomatic 0.39 (http://www.usadellab.org/cms/?page=trimmomatic)^74^ with parameters set to: CROP:75 HEADCROP:12. Reads were aligned to the ce10 genome assembly using bowtie2 (http://bowtie-bio.sourceforge.net/bowtie2/index.shtml)^75^ with alignment parameters set to sensitive. The reads were then deduplicated using the deduplicate_bismark function in the Bismark program (https://github.com/FelixKrueger/Bismark)^76^. The read density was calculated by tiling the genome into 500 bp non-overlapping windows and using the qCount function of the QuasR package to quantify the number of reads in each window (qCount(proj,GRange_object,orientation = ‘any’)). H3K9me-positive domains were determined as regions with a consecutive enrichment of H3K9me2 and/or H3K9me3 over the input. For gene quantification, gene annotation from WormBase was used (WS220). Quantitation for each gene was performed by counting the reads overlapping the exons. Genome annotation was based on the BSgenome.Celegans.UCSC.ce10 package (https://bioconductor.org/packages/release/data/annotation/html/BSgenome.Celegans.UCSC.ce10.html). Differences in read depths between samples were normalized by dividing each sample by the total reads and multiplying by the average library size. The various count tables used throughout this study were normalized to the total genome count. The log_2_-transformed expression levels were determined after the addition of a pseudo count of eight (*y* = log_2_(*x* + 8)) to minimize large changes in FC caused by low count numbers. To control for unspecific activity of the MNase enzyme, results are displayed as: (mean enrichment of antibody + MNase–protein A-treated sample) ÷ MNase–protein A-treated sample. Replicate experiments were combined by averaging the enrichment values. Annotation of tissue and cell-type expression is based on annotation tables provided by the tissue atlas^73^. For comparison of chromosome arms versus centres, the following border coordinates were used: chromosome 1, 3745632 and 10809938; chromosome 2, 4708341 and 11877168; chromosome 3, 3508994 and 9947268; chromosome 4, 7317812 and 12176625; chromosome 5, 8125434 and 13849337; and chromosome X, 41919369. Pairwise Wilcoxon rank-test values were calculated in R.

### ChIP–qPCR

Synchronized L1 animals were seeded on peptone-rich plates and L3 animals were harvested 36 h later. The worms were washed in M9 solution until clear. The worm pellet was then resuspended in 10 ml of M9 containing 2% formaldehyde and fixed for 30 min at room temperature on a rocker. Fixation was stopped with 500 μl of 2.5 M glycine for 5 min at room temperature on a rocker. The worms were then washed twice with M9. The worm pellet was resuspended in 1 ml of FA buffer (50 mM HEPES pH 7.5, 1 mM EDTA, 1% Triton X-100, 0.1% Na-deoxycholate and 150 mM NaCl) containing 1% sarcosyl, transferred into bead-beater tubes with 200 μl of 0.5 mm zirconia/silicon beads and the worms were lysed in a Fast Prep 24-5 G benchtop homogenizer. The recovered supernatant was transferred into 15 ml polystyrene tubes and sonicated (30 cycles; 30 s on/off at 4 °C) using the Bioruptor plus sonicator (Diagenode). The samples were transferred to DNA LoBind tubes (Eppendorf), were centrifuged at maximum speed for 5 min at 4 °C, and the supernatant (containing chromatin) was collected. For each sample, 100 μg of chromatin was diluted to 600 μl in FA buffer, and incubated overnight on a rocker at 4 °C with 5 μl of GFP-Trap magnetic particles (ChromoTek). The magnetic particles were washed with the following buffers: 3 × 5 min with FA buffer, 5 min with FA buffer containing 1 M NaCl, 10 min with FA buffer containing 500 μl NaCl, 5 min with TEL buffer (0.25 M LiCl, 1% NP-40, 1% Na-deoxycholate, 1 mM EDTA and 10 mM Tris–HCl pH 8) and 2 × 5 min with TE. The complexes were eluted with 100 μl of elution buffer (1% sarcosyl in TE with 250 mM NaCl) at 65 °C with shaking at 1,100 r.p.m. for 15 min. Cross-links were reversed overnight at 65 °C, followed by addition of 20 μg proteinase K and further incubation for 2 h at 65 °C. The DNA was then purified using AMPure XP beads at a 0.8× ratio.

### ATAC-seq

ATAC-seq was performed on sorted muscle cells following the Omni-ATAC protocol^77^. Briefly, sorted cells were centrifuged for 10 min at 1,000*g* (4 °C) using a swinging-bucket rotor, and the supernatant was carefully removed to avoid disturbing the cell pellet. The cells were lysed for 3 min in 50 μl of cold resuspension buffer (10 mM Tris–HCl pH 7.4, 10 mM NaCl and 3 mM MgCl_2_) containing 0.1% NP-40, 0.1% Tween-20 and 0.01% digitonin. Lysis was stopped with 1 ml of cold resuspension buffer containing 0.1% Tween-20, and the nuclei were pelleted for 10 min at 1,000*g* (4 °C). The supernatant was carefully removed and the nuclei were resuspended in 50 μl of transposition mix (25 μl 2×TD buffer, 2.5 μl Tn5, 16.5 μl PBS, 0.5 μl of 1% digitonin, 0.5 μl of 10% Tween-20 and 5 μl double-distilled water) and incubated for 30 min at 37 °C on a thermomixer. The DNA was then purified using a Qiagen MinElute PCR purification kit according to the manufacturer’s instructions and eluted in 21 μl of elution buffer. Libraries were amplified as originally described^78^ and the final preparations were purified using a 1.6× ratio of AMPure XP beads. Sequencing was performed using NextSeq, with 75 cycles and paired-end reads.

### ATAC-seq analysis

The ATAC-seq reads were pre-processed following the ENCODE ATAC-seq pipeline (https://github.com/ENCODE-DCC/atac-seq-pipeline). Adaptors were trimmed using cutadapt (https://github.com/marcelm/cutadapt;^19^) and reads were aligned to the ce10 genome assembly using bowtie2 (http://bowtie-bio.sourceforge.net/bowtie2/index.shtml)^79^ with alignment parameters set to sensitive. The mapped reads were marked and removed using the MarkDuplicates function of Picard tools v.2.20.0 (https://broadinstitute.github.io/picard/). Paired-end reads were converted to single-end reads using bedtools 2.26 (https://github.com/arq5x/bedtools2)^80^ and the reads were shifted +4 bp and −5 bp for the positive and negative strands, respectively, to account for characteristics of the Tn5 enzyme. Peaks were called using MACS2 (ref. ^81^) with the following parameters: -g 93260000–nomodel–shift -100–extsize 200. Differential peaks among the genotypes were called using the EdgeR package v.3.24.The read density was calculated by tiling the genome into 500 bp non-overlapping windows or specifically at promoters (defined as 1 kb upstream and 100 bp downstream of the TSS) and using the qCount function of the QuasR package to quantify the number of reads in each window (qCount(proj,GRange_object,orientation = ‘any’)). Differences in read depths between samples were normalized by dividing each sample by the total number of reads and multiplying by the average library size. The various count tables used throughout this study were normalized to the total genome count. Definitions of characteristic chromatin domains was taken from^82^.

### TF-motif analysis

A compendium of TF weight matrices was downloaded (http://hugheslab.ccbr.utoronto.ca/supplementary-data/CeMotifs/) to examine the set in the file ‘TF_Information.txt’. These were used to scan the *C. elegans* ce10 genome using the matchPWM function in the Bioconductor package Biostrings. Only hits with a minimum score of ten were considered, unless the maximum obtainable score by the weight matrix was lower than ten. In that case, the maximum obtainable score was required. The resulting binding sites were then intersected with gene-promoter annotation (WS220; 1,500 bp 5′ and 500 bp 3′ of the TSS) to determine the number of sites for each TF and gene.

### Statistics and reproducibility

The experiments shown in this study were performed as 2–4 biologically independent experiments, as indicated in the figure legends, and no inconsistent results were observed. Data plotted as boxplots indicate the 25th and 75th percentiles, with the whiskers showing the minima and maxima (5th and 95th percentiles), black circles indicating the outliers and the horizontal line showing the median. Some data are plotted in bar graphs as the mean ± s.d, unless specified otherwise. If not stated otherwise statistical testing was performed using two-sided a Wilcoxon rank-sum test. The FDR index was calculated using the edgeR package (see Methods). Details of the particular statistical analyses used, precise *P* values, statistical significance, number of independent biological replicates and sample sizes for all of the graphs are indicated in the figures or figure legends. No data were excluded.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41556-021-00776-w.

## Supplementary information

Reporting Summary

Peer Review Information

Supplementary Tables 1–3 Supplementary Table 1. List of strains used in this study. Supplementary Table 2. List of primers used in this study. Supplementary Table 3. List of TF motifs identified in the *pgl-1* promoter (1,500 bp upstream and 500 bp downstream of the TSS). The number of motifs in the *pgl-1* promoter, along with the number of motifs genome-wide, are also indicated.

## Data Availability

All datasets from this study have been uploaded to the Gene Expression Omnibus (GEO) with the accession code of GSE167168. Previously published EMR-1 DamID and embryo RNA-seq/ChIP–seq data that were re-analysed here are available under the accession codes GSE136577 and SRP080806. All other data supporting the findings of this study are available from the corresponding author on reasonable request. Source data are provided with this paper.

## Source data

Source Data Fig. 3 Unprocessed western blots (related to Fig. 3c).
Source Data Fig. 3 Statistical source data.
Source Data Fig. 5 Statistical source data.
Source Data Fig. 7 Statistical source data.
Source Data Extended Data Fig. 1 Statistical source data.
Source Data Extended Data Fig. 6 Statistical source data.

# Supplementary material for: H3K9me selectively blocks transcription factor activity and ensures differentiated tissue integrity
**Source:** Nat Cell Biol. 2021 Nov 4;23(11):1163–75. doi: 10.1038/s41556-021-00776-w
**Supplement:** Supplementary file 1 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

For data collection and conversion to fastq format RTA 1.18.64 (HiSeq2500), RTA 2.4.11 (NextSeq500) and bcl2fastq v2.17 were used. Images were acquired on spinning disk multipoint confocal microscopes using VisiView software (Visitron): (1) Axiomager M1 with Yokogawa CSU-X1 scan head, A plan-NEOFLUAR 100x/1.45 oil, Rolera Thunder Back Illuminated EM-CCD (Q. Imaging) and VisiView v.4.4.0.14. (2) Nikon Ti2-E Eclipse with Yokogawa CSU W1 scan head, CFI P-Apo Lambda 60x/1.4 oil, iXon-Ultra-888 Back illuminated EM-CCD (Andor) and VisiView v4.5.0.10. GFP/NeonGreen and RFP/mCherry/Rhodamine fluoreophores were excited using a Toptica iBeam Smart 488-nm and 561-nm lasers, respectively.

#### Data analysis

R package QuasR v1.22.0, EdgeR package v3.24, BSgenome.Celegans.UCSC.ce10 v1.0 package, Trimmomatic v0.39, bowtie2 v2.3.5.1, Bismark program v0.22.3 (<https://github.com/FelixKrueger/Bismark>), bedtools v2.26, pickard tools v2.20.0, ATACseq reads were preprocessed following the ENCODE ATACseq pipeline (<https://github.com/ENCODE-DCC/atac-seq-pipeline>). plots were created using ggplot2 v3.3.5, Microscopy images were analysed using the Fiji/ImageJ v1.53c and the KNIME Analytics Platform v4.3.3 software, with TrackMate v0.2.5. FACS analysis was performed using BD FACSDiva v8.0.1, MA900 Software, and FlowJo 10.6.2.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All datasets from this study have been uploaded to the Gene Expression Omnibus (GEO) with the accession code of GSE167168 and GSE136577, or the Sequence Read Archive (SRA) with the accession code of SRP080806

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                        |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample size. All experiments were conducted with at least two independent biological replicate cell lines. For full list of strains used in this study see supplementary information. |
| Data exclusions | no data was excluded.                                                                                                                                                                                                                  |
| Replication     | Experimental data was reliably reproduced. Each experiment was performed at least twice                                                                                                                                                |
| Randomization   | samples were allocated to groups according to genotype                                                                                                                                                                                 |
| Blinding        | No blinding. Group allocation according to genotype was done before data collection.                                                                                                                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | mouse anti H3K9me3 (MAB10318 (MBL; Kimura et al., 2008), mouse anti H3K9me2 (MAB10317 (MBL; Kimura et al., 2008) and recombinant anti H3K27ac (ab177178), mouse anti-FLAG M2-HRP conjugated (A8592, Sigma), rabbit anti-MRG-1 (#49130002, Novus Biologicals), recombinant anti-H3K27ac (ab177178), goat anti-mouse IgG HRP (Jackson ImmunoResearch 115-035-146), goat rabbit IgG HRP (Jackson Immuno Research 111-035-144)                                                                                                                                                                                                                                                                   |
| Validation      | For mouse anti H3K9me3 and mouse anti H3K9me2 see: Kimura H, Hayashi-Takanaka Y, Goto Y, Takizawa N, Nozaki N. The organization of histone H3 modifications as revealed by a panel of specific monoclonal antibodies. Cell Struct Funct. 2008;33(1):61-73. doi:10.1247/csf.07035 and Zeller P, Padeken J, van Schendel R, Kalck V, Tijsterman M, Gasser SM. Histone H3K9 methylation is dispensable for Caenorhabditis elegans development but suppresses RNA:DNA hybrid-associated repeat instability. Nat Genet. 2016;48(11):1385-1395. doi:10.1038/ng.3672<br>H3K27ac (ab177178) was tested as on a peptide array, ChIP enrichment at known targets, immunostaining and WB on TSA treated |

cells, for references see: <https://www.abcam.com/histone-h3-acetyl-k27-antibody-ep16602-chip-grade-ab177178.html>

The mouse anti-FLAG M2-HRP conjugated (A8592, Sigma) was tested against wt lysates (no FLAG tag) in WB and it is validated by Sigma and widely used in the research community <https://www.sigmaaldrich.com/catalog/product/sigma/a8592?lang=de&region=CH>

The anti-MRG-1 (#49130002, Novus Biologicals) was validated by Novus Biologicals in WB and Immunofluorescence against wild-type and MRG-1 deficient cells ([https://www.novusbio.com/products/mrg-1-antibody\\_49130002#ReviewsSection](https://www.novusbio.com/products/mrg-1-antibody_49130002#ReviewsSection))

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

The manuscript utilized *Caenorhabditis elegans* (variant Bristol) as non-vertebrate model organism. A list of specific strains is attached as Supplementary information. Animals used for this study were hermaphrodites. Ages/developmental stages are indicated in the manuscript (ranging from early embryos (<200 cells), to 1 day old adults)

### Wild animals

this study did not use wild animals

### Field-collected samples

this study did not use field-collected samples

### Ethics oversight

As a non-vertebrate, *C. elegans* does not fall under the Directive 2010/63/EU of the European Parliament and of the Council of 22 September 2010 on the protection of animals used for scientific purposes: <http://eur-lex.europa.eu/LexUriServ/LexUriServ.do?uri=OJ:L:2010:276:0033:0079:en:PDF>

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

### Data access links

*May remain private before publication.*

GSE167168; SRP080806; ChIPseq experiments were previously published in <https://doi.org/10.1038/ng.3672>

### Files in database submission

raw files of H3K9me2 and H3K9me3 ChIPseq in early embryos and ChIC-seq in isolated muscle, tab file of enrichments over 500bp genome tiles.

### Genome browser session

(e.g. [UCSC](#))

no longer applicable

## Methodology

### Replicates

ChIPseq were performed in triplicates

### Sequencing depth

All samples were sequenced paired end, reads are 50nt long.

sample sample total\_reads unique\_mapped\_reads

wt\_input\_H3K9me3\_rep1 54390246 46979366

wt\_input\_H3K9me3\_rep2 59795570 51509114

wt\_input\_H3K9me2\_rep1 47541520 39146914

wt\_input\_H3K9me2\_rep2 47340436 39010602

wt\_IP-H3K9me3\_rep1 75269058 49636930

wt\_IP-H3K9me3\_rep2 76904620 48796670

wt\_IP-H3K9me2\_rep1 37307384 24931938

wt\_IP-H3K9me2\_rep2 37183678 24859832

### Antibodies

mouse anti H3K9me3 (MAB10318 (MBL; Kimura et al., 2008), mouse anti H3K9me2 (MAB10317 (MBL; Kimura et al., 2008)

### Peak calling parameters

no peak calling was performed

### Data quality

Plotting log2 enrichments genome wide and per gene for each replicate against each other showed a good correlation, indicating reproducibility.

### Software

R package Bioconductor is version 3.12, QuasR v1.22.0, EdgeR package v3.24, Trimmomatic v0.39, bowtie2, Bismark program (<https://github.com/FelixKrueger/Bismark>), ggplot2 v3.3.2

# Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

### Sample preparation

Isolation of worm tissues for FACS sorting was performed as previously<sup>{Zhang, 2011 #47}</sup> with minor adjustments. 200,000 synchronized L1 worms were seeded on 15cm Peptone-rich plates for 32 hrs at 20°C before processing. Worms were collected and thoroughly washed in 15 mL falcon tubes using M9 solution, before being transferred into multiple 1.5 mL low-bind tubes in order to have an ~100µL pellet each (Eppendorf). Worms were resuspended in 200 µL of SDS-DTT solution (20 mM HEPES pH 8.0, 0.25% SDS, 200 mM DTT, 3% sucrose) and incubated for exactly 4 mins at RT, before being resuspended in 800 µL of egg buffer (25 mM HEPES pH 7.3, 118 mM NaCl, 48 mM KCl, 2 mM CaCl<sub>2</sub>, 2 mM MgCl<sub>2</sub> with osmolarity ~340 mOsm). Worms were washed 5 times with 1 mL of egg buffer. Worm pellets were then resuspended in 100 µL of 15 mg/mL pronase E (Sigma), diluted in egg buffer, and pellets from the same sample were pooled. Worms were then vigorously resuspended using a thinned-out Pasteur-pipette until most worms were visibly dissociated. Digestion was then stopped with 900 µL of 10% FBS (in M9). Cells were then wash 2 times with 10% FBS, with centrifugation of 9,600 g for 5 mins at 4°C. After washes, cells were resuspended in 1 mL of cold M9 and left to settle for ~30 mins on ice. Supernatant was collected and filtered into sorting tubes (Becton Dickinson) using 30 µm cell filters (Sysmex) then processed for cell sorting or ChIC-seq. After filtering, cells were kept on ice until ready to sort. Immediately prior to sorting, 1 µL of DRAQ7 (BioStatus), was added to cells in order to exclude dead cells.

### Instrument

BD FACSAria cell sorter (Becton Dickinson) and MA900 cell sorter (Sony)

### Software

BD FACSDiva v8.0.1, MA900 Software, and FlowJo 10.6.2

### Cell population abundance

For muscle cells, the sorted population was analyzed by flow cytometry to determine purity. This yielded >90% purity. Furthermore, the transcriptome from sorted muscle cells was compared with non-muscle (neg ative cell sort) and demonstrated a significant enrichment for muscle specific transcripts. (see Extended Data Fig. 2)

### Gating strategy

For muscle cells, the cell population was first selected by gating on FSC-A/SSC-A, and doublets removed with FSC-H/FSC-W followed by SSC-H/SSC-W. Muscle cells were then selected as the myo-3p::RFP positive, DRAQ7 negative population. For Seam cells, cell selection was done as for muscle, but DRAQ7 negative (alive) cells were selected, followed by gating for seam cells as SCMP::GFP, AJM-1::mCherry double positive. For each experiment the positive gate was determined by including a negative (N2) control.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

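ATAC-seq was measured in sorted L3 body-wall muscle cells of 4 genotypes (WT, *met-2*, *set-25* and *met-2 set-25*), with 3 biological replicates each. Genotype and replicate number come from the sample labels, and the paper states the number of replicates, the 50000 cells per sample and the growth conditions. The growth protocol in the labels gives fewer independent biological replicates than the 3 that the labels list. All 3 libraries per genotype were used. The labels describe the WT as N2, whereas the paper sorted cells by an RFP reporter carried by the *gwIs4* strains. The pairing by replicate number comes from the labels. The paper describes sorting by condition and by experiment with 3 replicas each, but does not say which libraries belong to the same experiment.

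The authors deposited a table of counts. The paper's methods say that the authors trimmed adaptors, aligned the reads to ce10 with bowtie2 in its sensitive mode, removed duplicates with Picard, split read pairs into single reads, shifted them for the Tn5 offset and counted them irrespective of strand with QuasR. The deposited counts are whole numbers without normalization. Most of the 51519 windows cover 1700 bp around a TSS, but 565 of those tested combine several intervals under a transcript identifier, so their counts cannot be assigned to a single place. Some windows repeat the same counts, and the 51281 windows tested held 48833 distinct sets of counts. How reads that map to several places were treated is not stated in the paper's text, so counts of repeated genes are uncertain. Windows of neighbouring and antisense genes overlap and share reads. Column totals between 50148450 and 105547683 are sums over these windows and not the sequencing depth. The precision of a window follows from its counts (median 1481 per library), with a floor of 3 counts.

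From these counts, normalized counts were computed as the count divided by the column total and multiplied by the mean total. Differences were tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, two-sided) in a single fit of 12 libraries without further scaling factors, filters or a replicate block, for 5 pairwise contrasts and the interaction. Windows with a Benjamini-Hochberg FDR below 0.01 were called. The paper's text names edgeR but not which of its tests. Standard errors were derived from the log2FC and the F statistic. Windows whose libraries all held counts at or below 3 in a genotype were given as lower bounds of a fold. Ratios and correlations used log2(normalized count + 8). Alternatives fixed before the data were examined were edgeR's TMM factors, DESeq2 1.42.0, edgeR's likelihood ratio test, a filter on low counts (filterByExpr), a replicate block, an FDR of 0.05, fits of the compared genotypes alone, each library left out in turn, a pseudocount of 1, Spearman's rho, subsets of windows for the correlation, other backgrounds for the chromosome arms and selection of windows in other libraries than those measured. The signal index as a covariate, a replicate block together with TMM factors and a fit without windows that combine several intervals were added after the data were seen. Chromosome arms follow the borders the paper gives for ce10 and were compared with Fisher's exact test.

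Named windows were chosen by a rule fixed before the data were examined. It took the 5 gained and the 3 lower windows with the smallest FDR in *met-2 set-25* whose libraries did not overlap with WT, the 2 gained windows with the smallest FDR in each single mutant, and windows of genes that the paper names. Other names are given as chosen after their values were seen. Gene names come from the WBcel235 annotation, matched by transcript identifier, and its coordinates served only to find the neighbours of named windows.

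The procedures were tested on simulated data. Counts were drawn for the real windows with 200 windows changed in *met-2 set-25*, of which 196 (98%) were recovered among 51278 windows tested, without false calls. Of 100 windows with a simulated interaction, 77 were recovered with 1 false call. The changed windows were drawn from those with at least the median count. Each simulated change was larger than the median real gain of 0.33. Libraries were simulated without a difference in signal-to-background. The simulation therefore says nothing about false calls from such a difference or about the recovery of smaller gains. Regrouped libraries were refitted for all 10 splits of the 6 libraries of each pairwise contrast and for 50 regroupings for the interaction. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for summaries.

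The genome sequence, GC content, peak calls, intergenic regions and annotation classes of Fig. 6c, the tiled windows, RNA-seq, ChIC-seq and DamID data were not analysed here, so no share of annotation classes was computed.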

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

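The tests of library scaling, of the axis within genotypes on X and of single segments of X were chosen before their results were seen, and all other tests below were chosen only after the result was seen.

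The response to both mutations differed from the sum of the single mutants, with a positive interaction at 54 windows and a negative one at 20 (1137 and 266 with the replicate number as a block). In 2 of 50 random regroupings of libraries within replicate numbers, the real one included, as many windows had an interaction, and the largest count was 1967. Of the 74 windows, 27 lay at the 9 loci described below, where strains may differ in DNA content, so a strain variant is a candidate explanation for a part of them and not for all. Outside these loci, 39 interactions were positive and 8 negative. With the signal index as a covariate, 2 of these 39 and 5 of these 8 were called. The positive ones therefore cannot be told apart from the difference in signal-to-background between libraries, while that difference does not account for most of the 8 negative ones, for which no other explanation was tested.

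Lower counts were found at 375 windows in *met-2 set-25*, which the paper does not discuss. The median log2FC of all windows was -0.04 with library totals and -0.01 with TMM factors, and with TMM factors 128 windows were lower. With the replicate number as a block, TMM factors changed the count from 790 to 280. With DESeq2, which differs in its test as well as its scaling, 365 were lower, 316 of them among the 375. With the signal index as a covariate, 7 were lower, and the pattern cannot be told apart from a difference in signal-to-background. No biological explanation was tested.

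On X, 635 of 6730 windows gained counts in *met-2 set-25*, and 0 were lower, although 101 were lower at an unadjusted p below 0.05. The paper does not report gains by chromosome. Within deciles of *set-25* signal, the odds ratio of a gain on X against the autosomes was 4.75 (4.01 without deciles), so the higher signal of X windows does not account for it. With TMM factors the odds ratio was 5.13. Of 18 bins of 1 Mb along X, 18 had a larger share of gained windows than the autosomes, so neither a single segment nor the *gwIs4* array, which is integrated on X, accounts for the pattern. The share of counts on X was 14.1 to 14.3% in the 3 *met-2 set-25* libraries and 13.0 to 13.6% in the 9 others (exact permutation p = 0.00455, the smallest that 220 splits can give). The median log2FC on X exceeded that on autosomes by 0.10 in *met-2 set-25*, by 0.02 in *met-2* and by -0.02 in *set-25*. After the main axis of differences within genotypes was regressed out, 77.3% of the excess was left. The excess was 2.29 times as large in the highest decile of signal (0.20) as in the lower part of the ranking by signal (0.09), which a larger amount of X DNA per cell alone would not give, though the excess of 0.09 at low signal leaves a smaller part of that kind open. However, with the signal index as a covariate, 2 of the 32 gained windows were on X, and the index is higher in all 3 *met-2 set-25* libraries than in any other, so genotype and index are confounded. The purity of the sorted cells was not tested. A hypothesis to examine is that promoters on X respond more to the loss of both enzymes, which cannot be told apart from a difference in cell composition or in signal-to-background here.

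At 9 loci, a log2FC beyond 0.9 between strains was seen at 28 windows, which held 19 distinct sets of counts. The windows upstream of *phkb-1* and *Y67D8A.10* (chromosome IV, 3218391 to 3222640) were depleted in WT only. A group of 8 windows of chromosome II genes, including the histone genes *his-9* and *his-12*, repeats a single set of counts that combines several intervals. It held 0, 0 and 1 counts in *met-2* and a mean of 39.8 normalized counts in WT, which is at least 14.1-fold higher. A group of 6 windows on chromosome III (11773350 to 11782199, including *immp-1* and *gbf-1*) was higher in *met-2* only, with a median log2FC of 0.93. *Y58A7A.3* had counts in *set-25* only, apart from 2 reads in a *met-2* library and 4 in a *met-2 set-25* library, *irld-45* was lower in all mutants, and *mct-1*, *mct-2* and *srd-60*, whose windows also combine several intervals, were lower in both single mutants but not in *met-2 set-25*. *Y47H10A.4* was higher in *met-2 set-25* only (log2FC 1.02). The window of *21ur-12617*, which lies within *set-25*, was lower in both strains that carry the *set-25* mutation, as the labels say. At 13 windows the mean of a genotype was below 2% of another's, among windows with a mean of at least 10 normalized counts in the highest genotype, and all 13 were at these loci. That minimum was lowered from 100, which gave 5 windows, after the values were seen. The 13 windows held 6 distinct sets of counts. Elsewhere the lowest such percentage was 49.9%. The 5 windows at *phkb-1* and *Y58A7A.3* had above 554 normalized counts on average in some strains and almost none in others, whereas 99% of all windows had above 554 averaged over the libraries. A deletion or other variant of a strain against the reference is the candidate explanation that these 5 windows fit. The 8 histone windows were below 554 in each strain, so that comparison says nothing about them. No DNA sequence was examined. The loci include all 6 windows gained in *set-25* (outside them 2278 were higher at an unadjusted p below 0.05) and 7 of the 8 lower ones.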

How the results depend on the processing

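Of 246 values of counts and summaries under an alternative setting, 147 stayed within the limits set for them (1.5 times for a count, 1 SD between replicates for a value), 93 moved beyond them, 5 reversed and 1 lost its side of the threshold. Of 279 log2FC of named windows, 261 kept direction and call and 18 reversed, all of them at *pgl-1*, *pals-30*, *Y6E2A.7* and *nhr-25*. The alternatives were set before the data were examined, apart from the covariate, the block together with TMM factors and the fit without combined windows. For values that moved the cause was not tested, unless stated.

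With library totals, gained windows made up 82.5% of the calls between *met-2 set-25* and WT and 66.9% of those against *set-25*. With TMM factors these shares were 94.6 and 88.1%, and with DESeq2 87.7 and 82.3%. With the replicate number as a block they were lower, at 77.7 and 58.4%. DESeq2 also moved the share of higher windows in *set-25* over WT from 42.9 to 57.9% and that of positive interactions from 73.0 to 85.0%. With TMM factors, 128 windows were lower in *met-2 set-25* than in WT, 654 were lower than in *set-25*, and 327 were higher than in *met-2*. All 1763 windows gained over WT were among the 2262 gained with TMM factors, as were 1590 of them among the 2614 of DESeq2. DESeq2 called 11 windows higher in *set-25* than in WT, 1202 lower in *met-2 set-25* than in *set-25*, 535 higher and 44 lower than in *met-2*, and a positive interaction at 429 and a negative one at 76. With the likelihood ratio test, 644 windows were lower in *met-2 set-25* and 10 higher in *set-25* than in WT, 513 were higher and 66 lower in *met-2 set-25* than in *met-2*, and the interaction was positive at 320 and negative at 100. At an FDR of 0.05, *met-2 set-25* had 3311 higher and 1993 lower windows than WT, 6994 lower than *set-25*, and 1359 higher and 386 lower than *met-2*. At that FDR, *set-25* had 10 higher windows than WT, the interaction was positive at 1149 and negative at 539, and 2451 genes had a gained window. Fits of the compared genotypes alone gave 10 windows higher in *set-25* than in WT and 3319 lower in *met-2 set-25* than in *set-25*.

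Deviations of same-numbered libraries from their genotype means had a mean correlation of 0.0909 (-0.0463 for other numbers), and the main axis of differences within genotypes gave replicate 2 the highest weight in all 4 genotypes, so the numbers pair the libraries along that axis. With the replicate block, *met-2 set-25* had 2750 higher and 790 lower windows than WT, 3322 lower than *set-25*, and 1472 higher and 171 lower than *met-2*. With the block, 10 windows were higher in *set-25* than in WT, the interaction was positive at 1137 and negative at 266, and 2065 genes had a gained window. All 1763 gained windows were among the 2750 of the block. The block together with TMM factors, chosen after seeing the data, gave 3622 higher windows in *met-2 set-25* than in WT, 1088 lower than in *set-25*, 2216 higher and 76 lower than in *met-2*, 10 higher in *set-25* than in WT, and an interaction that was positive at 1596 and negative at 123.

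With the signal index as a covariate, chosen after seeing the data, 32 windows were higher and 7 lower in *met-2 set-25* than in WT, 11 and 1 against *set-25*, and 15 and 12 against *met-2*. It gave 55 higher and 25 lower windows in *met-2*, 15 higher in *set-25* and 18 with a positive interaction. All 32 were among the 1763. The index and the genotype are confounded, so this fit removes a genotype effect on the index as well. Without the windows that combine several intervals, also chosen after seeing the data, 3 windows were lower in *met-2* and 3 lower in *set-25* than in WT.

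Across the fits that each left out a library, the windows higher in *met-2 set-25* ranged from 245 to 2707 against WT, from 1894 to 3542 against *set-25* and from 21 to 492 against *met-2*. Lower windows ranged from 16 to 914, from 254 to 1460 and from 12 to 39, in the same order. A positive interaction was called at 26 to 462 windows and a negative one at 16 to 73. The lowest count against WT came without replicate 2 of *met-2 set-25*, the library with the highest signal index, and the highest without replicate 2 of WT, the WT library with the highest index.

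The correlation between the changes in *met-2* and in *met-2 set-25* ranged from -0.0669 to 0.212 with a replicate number left out. It was 0.361 in the upper part of the ranking by count and -0.140 in windows gained in either comparison. From the paired ratios of the libraries with numbers 1, 2 and 3 it was 0.264, 0.00480 and -0.0883. At the gained windows, the median log2FC of *set-25* ranged from -0.0749 to 0.0171 and that of *met-2 set-25* from 0.37 to 0.46 with a replicate number left out. With windows selected in other libraries than those measured, the median of *set-25* was -0.0773, -0.21 and 0.0221. Gained autosomal windows were less frequent on chromosome arms than in centres, with an odds ratio of 0.528 (Fisher's exact test across windows, p = 2.5e-25). Among protein-coding windows the odds ratio was 0.688 (p = 2.9e-06 from the same exact test). Against a background of windows with counts as high as those of gained windows it was 0.996 (p = 0.97 from Fisher's test). Over the alternatives p from this test ranged from 2.2e-52 to 0.97. The depletion was thus absent among windows with such counts, but counts and biotype were not separated.

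The log2FC of *pgl-1* was 0.0266 with TMM factors, 0.0286 with DESeq2 and from -0.0532 to 0.0272 with a library left out. For *pals-30* it was 0.0154 with TMM factors, 0.0179 with DESeq2 and from -0.0714 to 0.0274 with a library left out. With a library left out, the values ranged from -0.0341 to 0.0711 at *Y6E2A.7* and from -0.0468 to 0.0802 and from -0.0435 to 0.0808 at the 2 windows of *nhr-25*. Over all windows, replicates differed by more than counting error (chi-square per window from 3.22 to 8.22), which was not tested for each named window. The shares by annotation class could not be computed from promoter windows and were not run.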

Differences from the paper's values

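The paper reports 3986 peaks with higher accessibility in *met-2 set-25* than in WT muscle, and 1763 promoter windows were higher here. The paper counts peaks and the table used here holds promoter windows, so the measures are not the same. Of the alternatives set before the data were examined, the replicate block (2750), an FDR of 0.05 (3311) and the fit without replicate 2 of WT (2707) came within 1.5 times of the paper's value, and the others did not. The replicate block together with TMM factors, chosen after seeing the data, gave 3622 and so came closest.

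For *met-2*, the paper reports 87 peaks and 36 windows were higher here. No alternative set before the data were examined came within 1.5 times of it, nor did the signal index as a covariate (55), chosen after seeing the values.

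The paper gives a correlation of 0.55 between the changes in *met-2* over WT and *met-2 set-25* over *set-25*, and r was 0.115 across windows here. None of the alternatives set before the data were examined closed the gap. In the highest decile of *set-25* signal, a subset chosen after seeing the values, r was 0.522.

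Fig. 6a shows no visible group of peaks with lower accessibility in *met-2 set-25*, whereas 375 windows were lower here, and 128 with TMM factors.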

Other observations

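All tests in this part were chosen only after the result was seen.

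The number of gained windows in *met-2 set-25* depended on how the libraries differ in signal above background. The main axis of differences between libraries of the same genotype (30.8% of that variance) followed the signal index, with a correlation of 0.979 between library weights and index within genotypes. The sign of the axis is arbitrary, and it was oriented toward a higher index after a first output in which it was not. Across windows, which are not independent, this axis had an r of 0.635 with the change of *met-2 set-25* over WT, 0.736 with the change over *set-25* and 0.0967 with that of *met-2* over WT. With the index as a covariate, 32 of the 1763 gained windows were called. Thinning all libraries to the smallest total gave 1596 gained windows, 1513 of them among the 1763, and without the 10 windows with the most counts there were 1811, 1758 of them among the 1763, so neither depth nor a few windows account for the gains. The pattern cannot be told apart from a difference in signal-to-background that arose in sorting or library preparation. A higher signal index that results from the loss of both enzymes would look the same, and these libraries could not separate the 2 explanations.

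Other groupings of the libraries were compared with the real one. For *met-2 set-25* against WT, against *set-25* and against *met-2* and for *set-25* against WT, 1 of the 10 splits of the 6 libraries, the real one, gave as many calls. For *met-2* against WT, 2 of the 10 splits did. The other split set WT replicate 2 and *met-2* replicates 1 and 2, the libraries with the highest signal index, against the rest and gave 813 calls compared with 52 for the genotypes. Of the 10 splits, 4 part each of the 3 same-numbered pairs as the real split does, and among these the real one alone gave as many calls in each comparison, while the 6 others part 1 pair each. With 3 libraries against 3, no share below 0.1 can be reached.

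Outside the loci with large changes, 1 window was lower in *set-25* than in WT, at the ribosomal RNA gene *rrn-2.1* on chromosome I (15062790 to 15064489), named after its values were seen. Its log2FC was -0.34 in *set-25* (adjusted p = 4.4e-05), -0.36 in *met-2* (adjusted p = 3.1e-06) and -0.06 in *met-2 set-25* (adjusted p = 0.48, all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Reads of this repeated gene can align to several copies, and no explanation was tested.

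Gains were most frequent at high signal, but the relation was not monotonic. On autosomes, 0.820% of windows were gained in the lowest decile of *set-25* signal, 0.340% in the next and 13.6% in the highest. On X, the share was 2.02% in the lowest decile, fell to 0.297% and was 44.0% in the highest.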
